# Acclimation to high and low diurnal light is flexible in *Chlamydomonas reinhardtii*

**DOI:** 10.1073/pnas.2523996123

**Published:** 2026-01-02

**Authors:** Sunnyjoy Dupuis, Jordan L. Chastain, Genevieve Han, Victor Zhong, Sean D. Gallaher, Carrie D. Nicora, Samuel O. Purvine, Mary S. Lipton, Krishna K. Niyogi, Masakazu Iwai, Sabeeha S. Merchant

**Keywords:** diel, photoprotection, NPQ, chloroplast swelling, heat shock response

## Abstract

Chlamydomonas acclimates to repeated low (LL) or high light (HL) days by changing the abundance of photosynthetic complexes and the ultrastructure of its thylakoid membranes. These phenotypes persist through the night phases, suggesting a readiness for the daylight environment that is routinely experienced despite the intervening dark periods [S. Dupuis *et al.*, *Plant Cell* **37**, koaf086 (2025), 10.1093/plcell/koaf086]. Here, we investigate how prior acclimation impacts algal fitness upon a change in daylight intensity and how quickly Chlamydomonas can reprogram its photoprotective strategy in a diurnal context. We performed a systems analysis of synchronized populations acclimated to diurnal LL when subjected to HL days and of populations acclimated to diurnal HL when subjected to LL days. In the latter case, diurnal photoacclimation decreased fitness during the first day at a new light intensity: HL-acclimated cells barely increased in size over the first LL period, and they failed to complete a cell cycle. However, although LL-acclimated cells showed severe photodamage after 6 h of HL, they recovered chloroplast form and function later that afternoon and successfully divided at nightfall. These cells rapidly altered their thylakoid membrane ultrastructure, increased their photoprotective quenching capacity, and decreased their inventory of photosystem and antenna proteins by the end of the first HL day. Transcriptomic and proteomic analyses revealed rapid induction of thousands of genes, including those encoding proteases, chaperones, and other proteins involved in the chloroplast unfolded protein response. These results show that the alga is highly flexible and competent to rapidly acclimate to changes in diurnal light intensity.

## Significance

Photosynthetic microbes are major contributors to the global carbon cycle, and they have strategies to succeed in the dynamic light environment of our planet. When it experiences repeated limiting or excess light days, the model alga *Chlamydomonas reinhardtii* maintains optimal thylakoid membrane architecture, photosynthetic complexes, and photoprotective capacity for the routine light intensity. Here, we investigate how maintenance of these phenotypes into the night impacts algal fitness upon a change in daylight intensity. We find that cells accustomed to dim days experience severe photoinhibition during a surprising bright day and their chloroplast integrity suffers. Nevertheless, they grow, divide, and flexibly adjust their photoprotective strategy in just 1 d. We chart the transcriptome and proteome as Chlamydomonas acclimates anew.

Algae are beholden to the Sun and the dynamic light environments found on our planet. As the Sun rises, sets, and is blocked by clouds or other obstructions, the incident light intensity can vary by several orders of magnitude (1–3). Algae must absorb the incident light with light-harvesting pigment–protein complexes and direct the energy to the reaction centers of their photosystems to generate chemical energy for carbon assimilation and growth. Yet, absorbing more light energy than can be processed by the slower downstream reactions can cause photooxidative damage and decrease photosynthetic efficiency.

To succeed in dynamic light environments, photosynthetic microbes modulate the amount of light they absorb, dissipate excess light as heat through nonphotochemical quenching (NPQ), and repair photooxidative damage. While NPQ mechanisms can be activated and relaxed within minutes (4, 5), changes in chlorophyll (Chl) content and light-harvesting antenna size occur only after hours of exposure to high light (HL) or low light (LL), a process called photoacclimation (6–9). Upon prolonged HL, the popular reference alga *Chlamydomonas reinhardtii* (Chlamydomonas hereafter) decreases its cellular Chl content and light-harvesting complex (LHC) abundance to reduce the excitation energy pressure on the photosystems (10–15). In addition, the thylakoid membranes that house the LHCs and photosystems undergo changes in surface area and stacking, altering the interactions between the photosynthetic electron transfer chain complexes and other proteins, including those important for photosystem II (PSII) repair (6, 16, 17).

Prolonged HL exposure also leads to accumulation of the stress-related LHC-like proteins LHCSR3 and LHCSR1, which perform energy-dependent NPQ (qE) in Chlamydomonas (18–20). Upon acidification of the thylakoid lumen in excess light, these Chl- and carotenoid-binding proteins undergo rapid, pH-dependent conformational changes to turn into strong quenchers of excited Chl (19, 21–25). Expression of *LHCSR* and *PSBS* transcripts is suppressed in the absence of excess light or other activating signals (3, 26–29), as even their unprotonated protein products can quench excited Chl and decrease photosynthetic efficiency in LL (22). Yet, LHCSR proteins exhibit half-lives of 20 to 30 h in HL-acclimated Chlamydomonas cells transitioned to LL, persisting over the diurnal cycle and leading to constitutive NPQ capacity (30–32).

Several studies have investigated the kinetics of photoacclimation in Chlamydomonas transitioned between continuous LL and HL (11, 13, 33–36). These studies suggest that the alga can begin decreasing cellular Chl content, LHC abundance, and thylakoid membrane stacking within just 1 to 2 h of increased irradiance. However, the diurnal light cycles of our natural environment lead to rhythmic growth, metabolism, and gene expression, which could impact acclimation competency at a given time of day. In addition, the periodic darkness of night may interrupt acclimation processes and delay changes in cellular Chl content (37).

Chlamydomonas is an excellent reference organism for studying diurnal behavior. Like other photosynthetic organisms, its growth and metabolism are coordinated with time of day thanks to the periodic availability of light, which serves as both an energy source and a signal (38). As a result, Chlamydomonas populations synchronize when grown under repeated diurnal cycles in the laboratory: cells progress through the G1 phase during the daytime, undergo multiple fission S/M cycles at dusk to produce daughter cells of equal sizes, and then remain in a quiescent G0 phase of the cell cycle during the night. Synchronous populations provide high signal-to-noise in measurements of physiology and gene expression (31).

Recently, we documented the physiology and gene expression profile of synchronized Chlamydomonas populations acclimated to diurnal cycles of LL, moderate light (ML), and HL (50, 200, and 1,000 µmol photons m^–2^ s^–1^, respectively) (30). We showed that photoacclimatory phenotypes persist in the night phase. Even after 10 h of darkness, populations acclimated to diurnal LL exhibited high Chl content, LHC protein abundance, and tightly stacked thylakoid membranes, while HL-acclimated populations maintained relatively loose stacks of thylakoid membranes, low photosystem and antenna protein abundance, and high NPQ capacity. We hypothesized that maintenance of these physiological states may be beneficial for cells that routinely encounter dim days or bright days, but that it likely decreases fitness upon a change in daylight intensity. To test this hypothesis, we transitioned LL-acclimated populations to diurnal HL and HL-acclimated populations to diurnal LL. We show that Chlamydomonas is flexible and can reacclimate in just 1 d despite severe photoinhibition. Using transcriptomics and proteomics, we document the gene expression program for reacclimation with high temporal resolution over two diurnal cycles.

## Results

### LL-Acclimated Cells Achieve Impressive Growth and Recovery during Their First Day in HL Despite Severe Photoinhibition, while Acclimation to HL Stunts Growth upon a Transition to Diurnal LL.

To determine the kinetics of diurnal photoacclimation in Chlamydomonas, we acclimated populations to diurnal LL or HL using the conditions established in the previous study (30), and then surprised them with the opposite light (LL to HL, and HL to LL). We monitored the populations for two consecutive diurnal cycles, diluting the populations to the starting density after the first day (*SI Appendix*, Fig. S1). To test whether acclimation to diurnal LL decreased fitness in diurnal HL, we monitored photosynthetic efficiency and growth. The maximum efficiency of PSII (F_v_/F_m_) of the transitioned cells plummeted from 0.67 ± 0.02 prior to the transition to 0.16 ± 0.07 in the middle of the first HL day, indicating severe photoinhibition (Fig. 1*A*) (30). Then, we observed an impressive recovery in the latter half of the day. By the night phase, the F_v_/F_m_ had rebounded to 0.61 ± 0.04 and it then tracked closely with that of populations that had been acclimated to diurnal HL for several weeks.

**Fig. 1.**
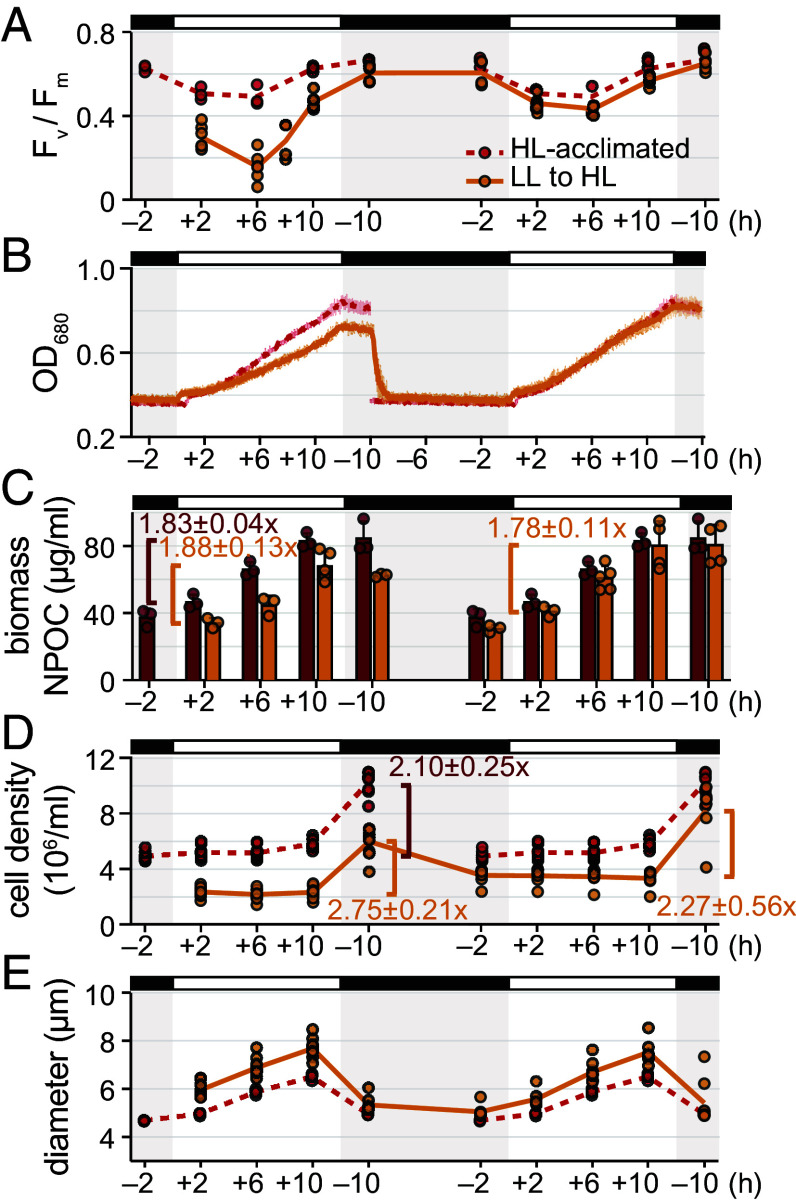
LL-acclimated cells achieve impressive growth and recovery during their first day in HL despite severe photoinhibition. The physiology of LL-acclimated cells transitioned to diurnal HL (orange) was monitored for two diurnal cycles. Results for HL-acclimated populations (red) are reproduced from Dupuis et al. (30). Lines and bars represent the mean of experimental replicates. (*A*) Maximum photochemical efficiency of PSII (F_v_/F_m_). (*B*) OD_680_ monitored continuously. Error bars represent the SD from the mean. (*C*) NPOC concentration of biomass in the cultures. Error bars represent the SD from the mean. Fold-changes during the light phase are noted above the brackets as mean ± SD. (*D*) Cell density. Fold-changes over the day are noted near the brackets as mean ± SD. (*E*) Mean cell diameter across the populations.

We found that optical density (OD_680_) increased less for LL-acclimated populations during a surprise HL day than for populations acclimated to diurnal HL (Fig. 1*B*). Yet, by just their second day in HL, the previously LL-acclimated cultures achieved the same increase in OD_680_ as did HL-acclimated cultures.

Since Chl content may influence OD_680_, we measured nonpurgeable organic carbon (NPOC) content as another proxy for biomass. Although all cultures were adjusted to an OD_680_ near 0.4 at the beginning of the experiment, the starting NPOC biomass content and number of cells in the transitioned cultures were lower than in the acclimated cultures (Fig. 1 *C* and *D*). However, the fold-change in the NPOC biomass content of transitioned cultures over the first HL day was similar to that of HL-acclimated cultures. Thus, LL-acclimated cells could achieve similar increases in biomass over a surprise HL day despite the severe photoinhibition.

LL-acclimated cells were larger than the HL-acclimated cells across the 2-d time course, particularly prior to the first division event (Fig. 1*E*). The LL-to-HL transitioned cells successfully divided at the end of their first day in HL, and in fact, achieved a greater fold-change in cell density than did the HL-acclimated cells (Fig. 1*D*). These results suggest that although acclimation to LL causes severe photoinhibition during a surprise HL day, it results in greater vegetative growth of Chlamydomonas than is achieved by cells that are long-term acclimated to diurnal HL.

We also determined how acclimation to diurnal HL influenced Chlamydomonas’ fitness upon a transition to diurnal LL. HL-acclimated populations exhibited high F_v_/F_m_ in LL and achieved similar increases in OD_680_ and NPOC content as did LL-acclimated populations (*SI Appendix*, Fig. S2 *A–C*). However, the HL-to-LL transitioned cells were unable to sufficiently increase their size and hence failed to divide after their first day in LL (*SI Appendix*, Fig. S2 *D* and *E*). Thus, acclimation to diurnal HL limits growth during LL days, decreasing fitness upon a change in the diurnal light environment. By the second day, the HL-to-LL cells became larger like LL-acclimated cells did, and some cells successfully divided at the light-to-dark transition.

### LL-Acclimated Cells Alter Their Thylakoid Membrane Architecture and Exhibit Signs of Chloroplast Swelling upon a Transition to HL.

Components of the PSII repair pathway (e.g., FTSH protease, STL1 kinase, chloroplast ribosomes) are sterically excluded from appressed membrane regions where PSII is localized (17, 39, 40). Decreased stacking of appressed thylakoid membranes is thought to be important for PSII repair in prolonged HL (17, 41). Stacking is driven by electrostatic forces and van der Waals interactions between the lipids and proteins of adjacent membranes (42). Thus, changes in LHCII abundance, their phosphorylation by STT7 kinase, and the osmolarity of the chloroplast stroma and thylakoid lumen can alter thylakoid stacking (35, 43–45). Therefore, we tested whether the recovery in F_v_/F_m_ observed in the LL-to-HL transition might be accompanied by changes in thylakoid membrane stacking.

We obtained subdiffraction-resolution micrographs of Chl autofluorescence in live Chlamydomonas cells during the transition using confocal Airyscan microscopy. At the beginning of the HL day, the chloroplasts of LL-acclimated cells contained thick regions of Chl throughout the lobes and base, as has been reported previously for LL-acclimated Chlamydomonas (Fig. 2*A* and *SI Appendix*, Fig. S3) (30, 35). Then, by the first +6 timepoint, the chloroplast displayed discrete, thin structures of Chl fluorescence, suggesting a decrease in thylakoid membrane stacking. During the second day in HL, the fluorescent structures appeared less dispersed than they had in the first HL afternoon but still appeared thinner than at the start of the transition.

**Fig. 2.**
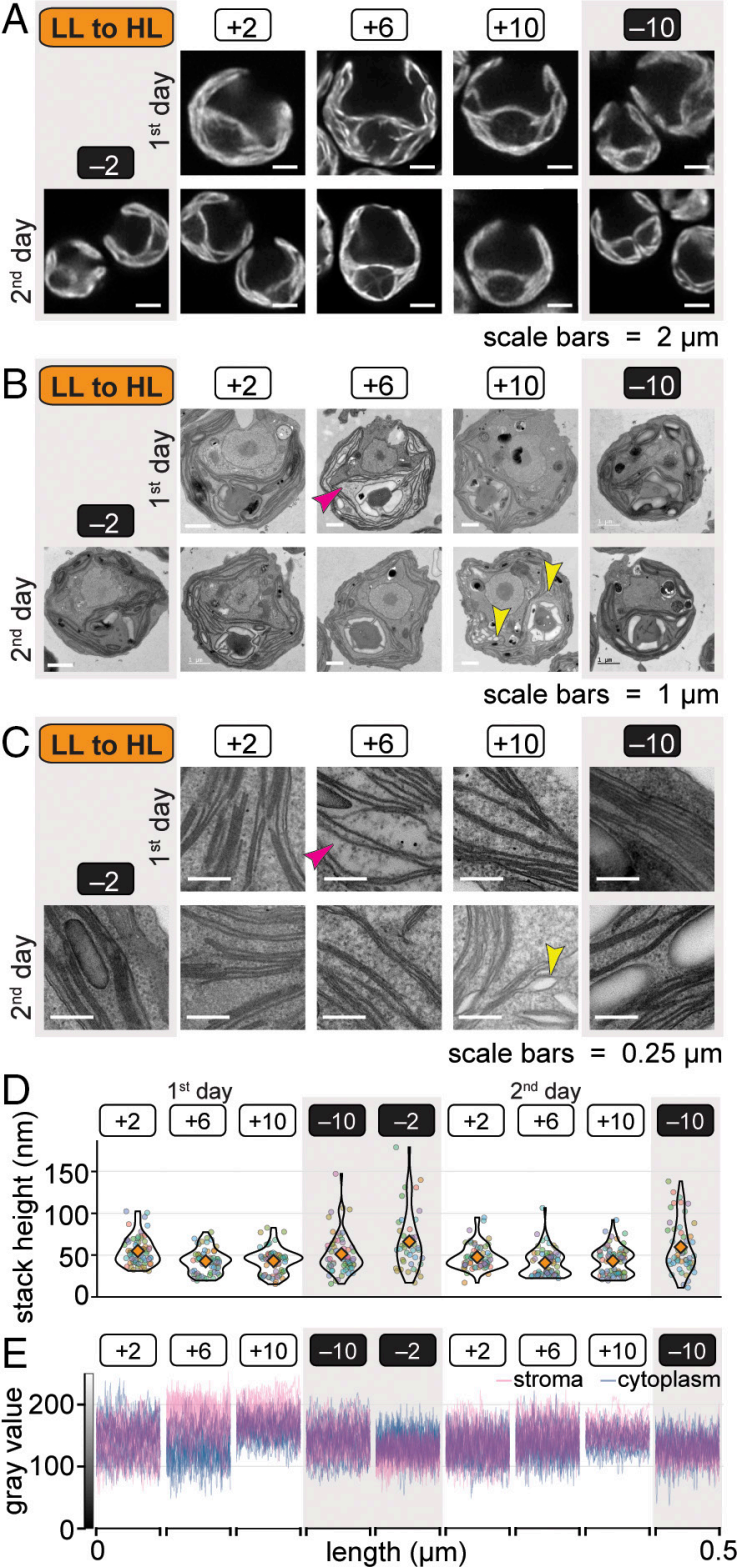
LL-acclimated cells rapidly alter their thylakoid membrane architecture and exhibit signs of chloroplast swelling upon a transition to diurnal HL. (*A*) Chl autofluorescence of representative live cells during the transition from diurnal LL to HL imaged by confocal Airyscan microscopy. Each Chlamydomonas cell has a single cup-shaped chloroplast with a pyrenoid at its base. (*B*) Representative electron micrographs of fixed cells during the transition from diurnal LL to HL. The pink arrowhead indicates the “light stroma” phenotype. Yellow arrowheads indicate examples of swollen thylakoids. (*C*) Representative electron micrographs of thylakoid membranes, with notable phenotypes indicated as in (*B*). (*D*) Height of thylakoid membrane stacks in electron micrographs of at least ten representative cells per timepoint during the transition from diurnal LL to HL. Measurements of individual thylakoid membrane stacks are shown as circles colored by cell. Orange diamonds represent the mean. (*E*) Gray value profiles (0 to 255) across the length of two 0.5 µm lines through the chloroplast stroma (pink) and cytoplasm (blue) in electron micrographs of ten representative cells per timepoint during the transition from diurnal LL to HL. When the profiles of the stroma overlap with those of the cytoplasm, the color appears purple.

As a complementary approach, we fixed cells at each timepoint during the LL-to-HL transition and imaged them by transmission electron microscopy (TEM) (Fig. 2 *B* and *C*). Changes in the height of thylakoid membrane stacks and their gray value profiles in the electron micrographs confirmed that stacking decreased substantially between the +2 and +6 timepoints of the first HL day (Fig. 2*D* and *SI Appendix*, Fig. S4).

Across the population, the stroma of the chloroplast appeared less dense with ribosomes and other large densities at the first +6 timepoint when we observed the lowest F_v_/F_m_ (Fig. 2 *B* and *C*, pink arrowheads, and Fig. 1*A*). This was also evident as a striking distinction between the gray value profiles of the chloroplast stroma and the cytoplasm of the same cells, which was rarely observed at any other time (Fig. 2*E* and *SI Appendix*, Fig. S5). This light stroma phenotype suggests that the entire chloroplast is swollen at the first +6 timepoint of the transition. Chloroplast swelling has been documented in *Arabidopsis* during HL stress as a result of damage to the chloroplast envelope and changes in osmolarity (46, 47). Changes in the osmolarity of the stroma could impact thylakoid membrane appression (48, 49).

Besides changes in stacking and the appearance of the stroma, we also observed swollen thylakoids in some cells of the LL-to-HL population, particularly at the +10 timepoints (Fig. 2 *B* and *C*, yellow arrowheads). Thylakoid swelling has been reported in Chlamydomonas exposed to photoinhibitory light intensities and has been attributed to increased accumulation of ammonium ions in the thylakoid lumen upon acidification and cyclic electron flow (50–52).

### Global View of Gene Expression Reveals Widespread mRNA Induction at the Onset of a Surprising HL Day.

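Poly(A)-selected mRNA was sequenced from photobioreactor cultures acclimated to diurnal light at 50 (LL) or 1000 (HL) µmol photons m-2 s-1 and then moved at lights-on to the other intensity, in which they were followed over 2 d at 19 timepoints per transition. Timepoints are named by the hours after lights-on (+0.5 to +12) or before the next lights-on (−10 and −2). The 106 libraries analysed form 38 groups, 30 with 3 experimental replicates and 8 with 2. Of these libraries, 54 came from the LL-to-HL and 52 from the HL-to-LL transition. The paper describes the replicates as independent experiments in separate bioreactors. The RNA was shipped for sequencing in 96-well plates. Plate 2 held the RNA of 18 libraries, all from replicate 3 of the LL-to-HL transition, and plate 1 that of the other 88. Without replicate 3 the groups compared hold plate 1 alone, but the shared fit still takes its spread from both plates. The authors mapped the reads with STAR (2.7.9a) to the v6.1 assembly, placed each read that matched several loci at 1 of them at random, counted fragments per gene with featureCounts and computed FPKM with DESeq2 after estimating size factors. The deposited FPKM cover 17611 genes. A gene's FPKM in a library are whole multiples of the value of 1 fragment, from which fragment counts were recovered for 17397 genes. By this measure in units of 1000000 fragments (M) the libraries hold 13.5 to 19.0 M fragments in genes (median 16.4 M), with 13.5 to 18.8 M (median 16.7 M) in the LL-to-HL and 13.8 to 19.0 M (median 16.2 M) in the HL-to-LL transition. At the first +1 timepoint the 3 LL-to-HL libraries hold 15.5 to 18.7 M fragments and the 2 HL-to-LL libraries 16.1 to 17.2 M. For a gene of median step, 1 fragment is worth 0.016 to 0.035 FPKM, so a level below about that value cannot be told from 0. Abundance was compared as log2(FPKM + 1) with limma over the 15305 genes whose FPKM exceeded 1 in at least 1 library, all 106 libraries sharing 1 fit. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1 in size. A gene not called can still lie below that adjusted p. Between the HL days at +1, 6536 genes did by adjusted p alone and 872 were called. Fold changes on this scale understate the change of mRNAs near or below 1 FPKM. The 10 genes with the most fragments took 5.6 to 14.6% of a library's fragments in genes. As an alternative set before the data were examined, the comparisons were repeated with each library rescaled to a total of 1000000. This shows how far a result depends on the scaling and is not a correction of the deposited values. Gene symbols were taken from the part of Dataset S2 held here, 917 of its 15,305 genes, all on chromosome 1, of which 264 have a symbol. Larger gene groups were taken from the GO lists of Dataset S3, which the study derived from these same libraries.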

To understand the molecular events underlying the recovery in photosynthesis and chloroplast integrity, and to further explore photoacclimation processes in Chlamydomonas, we monitored the transcriptome and proteome of the LL- and HL-acclimated populations as they transitioned to a new intensity of diurnal light (Datasets S1 and S2). We began collecting RNA samples 30 min after lights-on (+0.5), as we anticipated a rapid transcriptional response to a surprising quantity of light. 

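From the end of the night (−2) to +1 of the second HL day, PRX5, PRPS21 and GAPA1 rose and IFT22 fell. PRX5 (Cre01.g014350), a type II peroxiredoxin, rose from 16.4 ± 2.44 FPKM (SD, n = 3) to 267 ± 20.0 FPKM (SD, n = 3). Its log2 fold change was 3.95 (SE 0.14, adjusted p = 7.7e-39 from limma). PRPS21 (Cre01.g017300), a protein of the chloroplast ribosome, rose from 195 ± 6.90 to 634 ± 63.0 FPKM (SD, n = 3 each), and GAPA1 (Cre01.g010900), the glyceraldehyde-3-phosphate dehydrogenase subunit of the Calvin-Benson cycle, from 1345 ± 225 to 3837 ± 680 FPKM. IFT22 (Cre01.g039200), a protein of intraflagellar transport, fell from 45.0 ± 3.02 to 2.1 ± 0.81 FPKM. On the log2 scale the change was −3.93 (SE 0.15, adjusted p = 3.5e-36 from limma). Between these timepoints 2949 genes were called higher and 3239 lower at +1. After rescaling, which moved the median log2 fold change of all genes by −0.32, 2209 were higher and 4885 lower. Over genes with a minimum average FPKM over 1, higher calls outnumbered lower ones, 2025 to 1179. In a PCA of the 19 group means over the 7800 genes with a mean above 1 FPKM in every group, centred and not scaled, PC1 held 48.8% and PC2 25.8% of the variance in the LL-to-HL transition. The 24 mRNAs with the largest weights carried 50% of PC1. In percent of the range of PC1, the group means ran from −63.4 ± 15.6 (SD, n = 3) at the first +1 and −59.4 ± 5.0 (SD, n = 2) at the first +0.5 to 36.6 ± 1.7 (SD, n = 3) at the second-day +8. With each gene Z-scored first, PC1 held 32.3%.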

Principal component analysis (PCA) of the transcriptome over the 2-d LL-to-HL transition separated the data primarily by time of day, as observed previously for LL- and HL-acclimated Chlamydomonas (Fig. 3*A*) (30). Samples collected at the same times from the first day (triangles) and second day (squares) in HL were mostly positioned near each other. However, the transcriptome at the first +0.5 and +1 timepoints was quite distinct from the same times on the second HL day, as well as from the subsequent timepoint (first +2) on PC1, which represented half of the variation in the data. 

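FAP23, CBA1 and MSRB3 were more abundant at the first +1 than at +1 of the second HL day, and POR1 was less abundant. FAP23 (Cre01.g005850), listed in Dataset S2 as a cobalamin adenosyltransferase, stood at 103 ± 39.7 FPKM (SD, n = 3) against 16.1 ± 4.28 FPKM (SD, n = 3). The log2 fold change was 2.55 (SE 0.21, adjusted p = 1.8e-16 from limma). CBA1 (Cre01.g036950), listed as a cobalamin phosphate synthase, stood at 52.3 ± 21.5 against 5.66 ± 1.60 FPKM. MSRB3 (Cre01.g042050), a methionine sulphoxide reductase that repairs oxidized methionine, stood at 48.9 ± 1.11 against 11.4 ± 1.16 FPKM. POR1 (Cre01.g015350), the light-dependent protochlorophyllide reductase of chlorophyll synthesis, stood at 3.51 ± 0.62 against 27.8 ± 2.82 FPKM. Its log2 fold change was −2.68 (SE 0.24, adjusted p = 5.7e-15 from limma). Also higher were CGLD12, SCPL49, PBAS1, AMX2, SNE1 and TAL1, with log2 fold changes from 1.65 to 2.99. Also lower were ZRT2, DHS1, NEP1, GRX6, SRS2 and RRM1, with log2 fold changes from −1.75 to −1.08. TAL1 and NEP1 were not called in a fit of only the groups compared. Over all genes, 561 were higher and 311 lower on the first day at +1, and 592 were higher and 232 lower at +0.5. At +2, 207 were higher and 109 lower, at +12, 14 and 8 (1052 and 1851 by adjusted p alone). At +6, 204 were higher, 66.9% of the calls, and the others lower. With plate 1 alone in the groups compared, 843 genes were called at +1, 1072 at +0.5, 268 at +2 and 397 at +6. On PC1 the first day lay 25.3% of the range from the second at +0.5 (larger SD 5.0) and 25.7% at +1 (larger SD 15.6), against 0.3% at +2, 18.2% at +4 and 18.7% at +6. The first +2 stood at −20.0 ± 3.0 (SD, n = 3). Rescaling moved the median of all genes by −0.15 at +1, −0.13 at +0.5, 0.11 at +2 and 0.12 at +12. The calls became 281 higher and 712 lower at +1, 334 and 576 at +0.5, 397 and 94 at +2, and 80 and 7 at +12. With a pseudocount of 0.1 the calls at +1 numbered 1663, and at +12 leaving out replicate 1, 2 or 3 gave 11, 35 or 44.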

No such distinction between these timepoints was apparent in PC1 of the HL-to-LL transition, which represented 85% of the variation in the transcriptome (Fig. 3*B*).

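At the first +1 of the HL-to-LL transition, IFT27 was more abundant than at +1 of the second LL day, and CRT2, FAP23, PDI2 and MCM5 were less abundant. IFT27 (Cre01.g047950), a protein of intraflagellar transport, stood at 26.1 ± 1.53 FPKM (SD, n = 2) against 2.38 ± 0.26 FPKM (SD, n = 3). On the log2 scale the change was 3.00 (SE 0.22, adjusted p = 6.7e-20 from limma). CRT2 (Cre01.g038400), a calreticulin, stood at 18.4 ± 11.0 against 416 ± 80.7 FPKM. The log2 fold change was −4.53 (SE 0.34, adjusted p = 1.1e-19 from limma). FAP23 stood at 4.20 ± 0.41 against 171 ± 17.5 FPKM. PDI2 (Cre01.g033550), a protein disulfide isomerase, stood at 3.72 ± 1.31 against 37.5 ± 5.32 FPKM and MCM5 (Cre01.g023150), of the helicase that loads at replication origins, at 2.20 ± 0.67 against 30.5 ± 8.25 FPKM. Also higher were MOT7, TCTEX1, FAP68, DRC9, IFT22, IFT74, MMP4, FAP190 and RSP10, with log2 fold changes from 2.45 to 3.00. Also lower were CBA1, SCPL49 and CGLD12, with log2 fold changes from −5.23 to −4.48. Over all genes, 1070 were higher and 1359 lower on the first day at +1, 371 and 1234 at +0.5, 559 and 169 at +2 (1964 and 2392 by adjusted p alone), 347 and 208 at +6, and 5 and 590 at +12. After rescaling, which moved the median of all genes by 0.16 at +1, 1770 were higher and 1044 lower at +1. Leaving out replicate 3 gave 388 calls at +12, and a pseudocount of 0.1 gave 3743 at +1. The difference of the day effects at +1 between the transitions was itself tested and called for 4137 genes, 2490 with a positive and 1647 with a negative value for LL to HL minus HL to LL (1509 and 3382 with rescaling). PC1 of the HL-to-LL transition held 84.8% of the variance, of which 2 mRNAs carried 50%, and with Z-scored genes it held 32.3%. On it the days lay 2.9% of the range apart at +0.5 (larger SD 10.6) and 4.8% at +1 (larger SD 1.0), against 26.8% at +4 (larger SD 6.1) and 15.5% at +6 (larger SD 2.8).

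**Figure D1:**
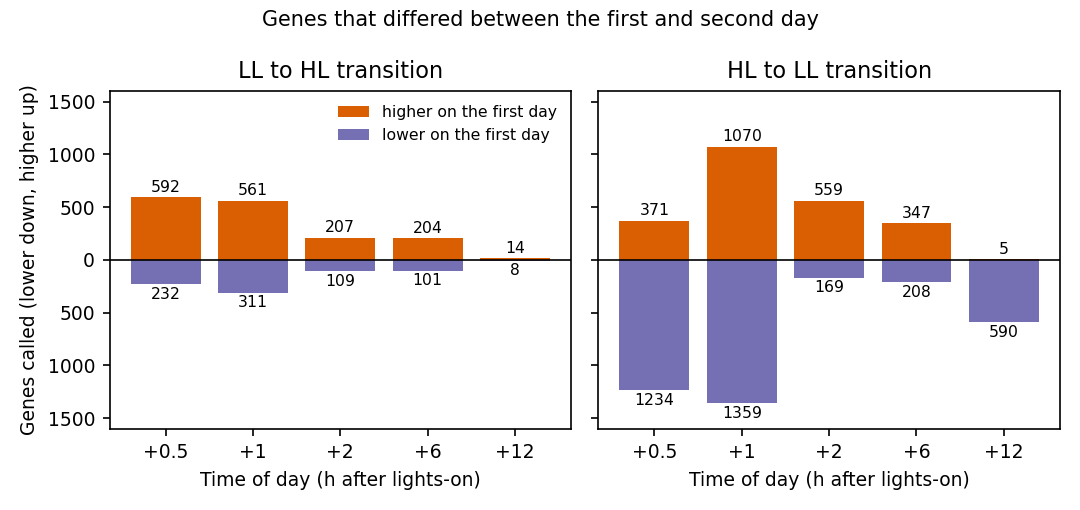
Number of genes called between the first and second day at 5 times of day (horizontal axis, hours after lights-on) in each transition, with genes higher on the first day drawn upward and genes lower drawn downward. In the LL-to-HL transition 561 genes are higher and 311 lower at +1, and in the HL-to-LL transition 1070 are higher and 1359 lower. With each library rescaled to 1 total the higher and lower counts at +1 become 281 and 712, and 1770 and 1044.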

**Fig. 3.**
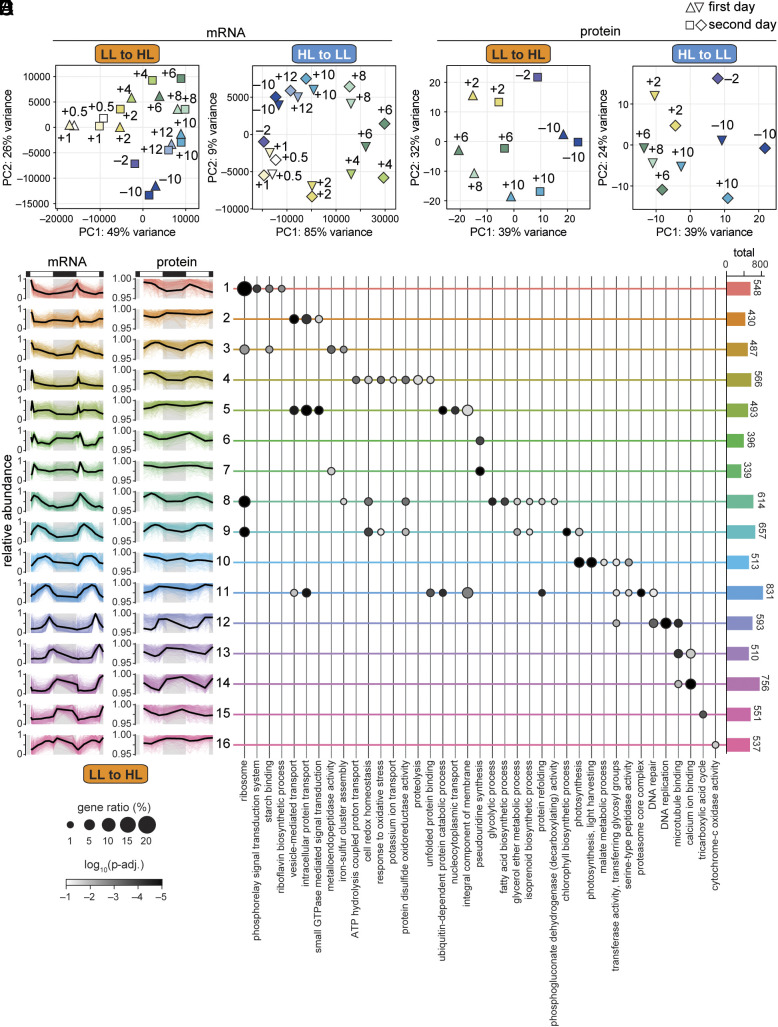
Global view of gene expression reveals maintenance of diurnal program, as well as widespread mRNA induction at the onset of a surprising HL day. (*A*) PCA of the transcriptome of cells transitioned from diurnal LL to HL at 19 timepoints. Samples collected on the first day are indicated as triangles, and those collected on the second day as squares. Points are colored and labeled according to the time of day. (*B*) PCA of the transcriptome of cells transitioned from diurnal HL to LL at 19 timepoints. Samples collected on the first day are indicated as triangles, and those collected on the second day as diamonds. Points are colored and labeled according to the time of day as in (*A*). (*C*) PCA of the proteome of cells transitioned from diurnal LL to HL at 10 timepoints, represented as in (*A*). (*D*) PCA of the proteome of cells transitioned from diurnal HL to LL as in (*B*). (*E*) Pattern of mRNA (*Left*) and protein (*Right*) accumulation for 16 distinct clusters of coexpressing genes during the LL-to-HL transition. Abundance was normalized relative to the maximum for each gene during the LL-to-HL transition. Colored lines show the relative abundance of individual mRNAs and proteins, while the black line shows the mean relative abundance. Cluster assignment is available in Dataset S2. (*F*) Enrichment of representative GO terms in the 16 clusters of genes. Dot size indicates the fraction of genes in each cluster with this GO assignment, dot shading indicates the log_10_(*P*-adj.) of enrichment, and bars at the *Right* show the total number of genes in each cluster. The full list of significantly enriched GO terms is available in Dataset S3.

Time of day also explained the majority of the variation in the proteome for both transitions (Fig. 3 *C* and *D*), as observed previously (30). Of the timepoints when the proteome was examined, the +6 timepoint appeared the most distinct between the first and second day in HL.

We investigated the changes in mRNA abundances that occur in LL-acclimated cells at the onset of the first HL day and how these changes shape the proteome. 

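In the first HL hours, most genes that Dataset S3 lists under enriched GO terms for LL-to-HL Cluster 4 were more abundant at +1 than at +4. Such lists hold only part of each cluster. Of 154 such genes 121 were called higher at the first +1 than at the first +4 and 0 lower. Of 89 genes listed for Cluster 5, 38 were higher and 0 lower. Of 111 genes listed for Cluster 6, 10 were higher and 2 lower. Of 44 listed for Cluster 7, 0 were higher and 10 lower, but +1 against +4 cannot show a peak at +0.5 or +2. The counts were the same when adjusted over the list alone, and as the study drew these groups from the same libraries they are not independent evidence of a direction. FTSH3 (Cre01.g019850), an ATP-dependent metalloprotease, stood at 77.3 ± 8.44 FPKM (SD, n = 3) at the first +1 and 27.8 ± 2.09 FPKM (SD, n = 3) at +4, a log2 fold change of 1.44 (SE 0.08, adjusted p = 1.5e-27 from limma). MCM5 stood at 33.4 ± 7.80 against 2.5 ± 1.18 FPKM. On the second HL day the same comparison called 92 genes of Cluster 4 higher, 15 of Cluster 5, 82 of Cluster 6 and 4 of Cluster 7, with 1 of Cluster 7 lower. Between days at +1, 34 genes of Cluster 4 and 2 of Cluster 5 were higher on the first day, and 43 of Cluster 6 and 3 of Cluster 7 were lower. Relative to the median of all genes, the median log2 fold changes between days were 0.55, 0.30, −0.87 and −0.73 in that order, and after rescaling 0.41, 0.16, −1.03 and −0.86. Over all genes, the first +1 against the first +4 called 2423 genes higher and 1967 lower (3040 and 3369 with a pseudocount of 0.1). With rescaling, which moved the median of all genes by −0.24, the split was 1687 to 3303, and 89 genes of Cluster 4, 19 of Cluster 5 and 3 of Cluster 6 were higher, with 10 of Cluster 6 and 18 of Cluster 7 lower. Without replicate 1 the calls of Cluster 7 between days numbered 10, and those of Cluster 5 numbered 3, 1 and 4 without replicate 1, 2 and 3. Between +0.5 and +1 of the first HL day, 37 listed genes of Cluster 6 and 2 of Cluster 7 were called in either direction. Without replicate 3 these numbered 28 and 1. Between the same times of the second HL day, 1 of Cluster 6 and 2 of Cluster 7 were called, so a day difference at +1 may also reflect timing.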

We detected 8,821 cognate mRNAs and proteins across the full time course and grouped these into 16 clusters based on how their relative abundances changed over time (Fig. 3*E* and Dataset S2). mRNAs in many of the clusters exhibited a sharp peak in abundance within the first 2 h of HL (Clusters 4 to 7, ~20% of the mRNAs included in the analysis). mRNAs in these clusters often exhibited a similar abundance peak during the second HL day, though its magnitude often differed from that of the first HL day. This induction was not evident in any groups of coexpressing mRNAs during the onset of the HL-to-LL transition (*SI Appendix*, Fig. S6 and Dataset S2). However, many mRNAs did exhibit such an induction at lights-on during the second day of the HL-to-LL transition.

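Most genes that Dataset S3 lists under enriched GO terms for Clusters 4 and 5, which are only part of these clusters, were more abundant at the first +1 in the LL-to-HL than in the HL-to-LL transition. Of the 154 genes listed for Cluster 4, 132 were called higher and 0 lower (median log2 fold change 1.91 relative to all genes). Of the 89 for Cluster 5, 77 were higher and 0 lower (1.90). Of the 111 listed for Cluster 6, 0 were higher and 45 lower (−0.86). Of the 44 for Cluster 7, 0 were higher and 20 lower (−0.95). These counts did not change when adjusted over the list alone, and the clusters come from the LL-to-HL libraries themselves, so their direction is not independent evidence. CRT2 stood at 1390 ± 255 FPKM (SD, n = 3) in the LL-to-HL transition, a log2 fold change over the HL-to-LL transition of 6.27 (SE 0.34, adjusted p = 8.9e-28 from limma). COQD2 (Cre01.g029000), a methyltransferase of quinone synthesis, and CCT7 (Cre01.g026550), a subunit of the cytosolic chaperonin, had log2 fold changes of 3.90 and 2.67. Over all genes, 2991 were higher and 2185 lower in the LL-to-HL transition. Rescaling moved the median of all genes by −0.29, gave 1943 higher and 3919 lower, and left 102 genes of Cluster 4 and 63 of Cluster 5 higher, 1 of Cluster 5 lower, and 76 of Cluster 6 and 35 of Cluster 7 lower. Without replicate 3, 26 genes of Cluster 6 were called. Within the first HL-to-LL day, +1 against +4 called 24 genes of Cluster 4 higher and 4 lower, 8 of Cluster 5 higher and 6 lower, 73 of Cluster 6 higher and 0 lower, and 5 of Cluster 7 higher and 0 lower. Over all genes this comparison called 1031 higher and 1328 lower. With rescaling, which moved the median by 0.33, it called 2623 higher and 867 lower, among them 65 higher of Cluster 4, 15 higher and 2 lower of Cluster 5, 104 higher of Cluster 6 and 16 higher of Cluster 7. Taking this section's results on the transcriptome and proteome together, the paper concludes that the surprise of excess light can induce widespread transcriptional changes while the diurnal program is maintained.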

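On the second LL morning, most of the listed genes of Clusters 4 and 5 were more abundant at +1 than at the end of the night (−2). Of the 154 listed genes of Cluster 4, 115 were called higher and 0 lower, and of the 89 of Cluster 5, 54 were higher and 0 lower, with median log2 fold changes of 2.13 and 1.37 relative to all genes (2.11 and 1.31 with rescaling, which called 102 and 47 higher and 1 and 2 lower). PRX5 stood at 194 ± 13.3 FPKM (SD, n = 3) at +1 against 19.5 ± 2.84 FPKM (SD, n = 3) at −2, a log2 fold change of 3.26 (SE 0.14, adjusted p = 1.2e-33 from limma). FTSH3 stood at 34.1 ± 4.00 against 15.0 ± 1.83 FPKM. DVR1 (Cre01.g042800), a divinyl reductase of chlorophyll synthesis, stood at 67.5 ± 10.9 against 12.2 ± 1.00 FPKM, and RSP10 (Cre01.g005450), a radial spoke protein of the flagellum, at 3.54 ± 0.64 against 26.8 ± 3.75 FPKM. At +1 the first LL day stood below the second in 59 genes of Cluster 4 and 61 of Cluster 5 and above it in 0 of either, with medians of −0.81 and −1.18 relative to all genes (−0.73 and −1.10 with rescaling, with 42 and 41 genes lower). The limma counts were the same when adjusted over the list alone, and the groups were drawn by the study from the LL-to-HL libraries of this experiment. Over all genes, 2544 were higher and 2676 lower at the second +1 than at −2, and 2057 higher and 3909 lower with rescaling, which moved the median of all genes by −0.22. A minimum average FPKM over 1 turned the majority, to 1712 higher and 857 lower. Of the 3 libraries at −2, replicate 1 held PSBS1, a light-induced mRNA, at 60.6 FPKM and the others at 1.07 and 1.28 FPKM.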

Among the mRNAs that peak within the first 2 h of the LL-to-HL transition were genes enriched for Gene Ontology (GO) terms related to oxidative stress, ion transport, and proteolysis (Cluster 4 genes, whose proteins were most abundant midday) (Fig. 3 *E* and *F* and Dataset S3). 

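At the first +1, most Cluster 4 genes under response to oxidative stress and proteolysis were higher in the LL-to-HL than in the HL-to-LL transition. The lists are those of Dataset S3. All 6 measured genes of the oxidative stress list were called higher, as were 11 of 14 under proteolysis, 22 of 26 under oxidoreductase activity and 10 of 11 under protein folding, with 0 lower in any of them. The medians of the log2 fold change relative to all genes were 3.03 for oxidative stress, 2.83 for proteolysis and 2.11 for protein folding. Of the ion transport lists, 4 of 4 genes under potassium ion transport and 3 of 3 under proton transport were higher, but 1 and 1 after rescaling. With rescaling 5 genes under oxidative stress and 18 under oxidoreductase activity were higher. By name, PRX5 stood at 269 ± 37.8 FPKM (SD, n = 3) against 130 ± 0.41 FPKM (SD, n = 2). Its log2 fold change of 1.03 (limma) became 0.45 after rescaling and 0.92 without replicate 2, and was called in neither. The catalase/peroxidase CAT2 (Cre01.g045700) stood at 1.87 ± 0.75 FPKM (SD, n = 3) at the first HL +1 and 0.413 ± 0.24 FPKM (SD, n = 3) at the second, a log2 fold change of 1.00 that was 0.93 and not called without replicate 1. Within the LL-to-HL transition, 12 of the 14 proteolysis genes and 5 of the 6 oxidative stress genes were higher at the first +1 than at the first +4, and 6 and 3 were higher than at +1 of the second day (1 and 1 with rescaling). Each limma count was the same when adjusted over the list alone, and lists that the study found enriched in these libraries are not independent evidence.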

Genes in Cluster 5, whose proteins accumulated in the latter half of the day, were enriched for vesicular transport, protein transport, and ubiquitin related GO terms. 

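Of 20 Cluster 5 genes that Dataset S3 lists under intracellular protein transport, 20 were called higher at the first +1 of the LL-to-HL than of the HL-to-LL transition (median log2 fold change 2.16 relative to all genes), as were 10 of 10 under vesicle-mediated transport (2.01) and 7 of 8 under ubiquitin-dependent protein catabolism (3.55), with 0 lower. With rescaling 18 of the protein transport and 9 of the vesicle genes were higher. Between the first and second HL day at +1 the first 2 lists held 0 calls in limma, with 14 of 20 and 8 of 10 genes higher at an unadjusted p below 0.05. Over all 15305 genes, 7387 lay below that p and 6536 below an adjusted p of 0.05, but 872 also reached the fold minimum for a call. The ubiquitin list held 1 higher (3 without replicate 3). On the HL-to-LL side the first LL morning stood lower at +1 than the second in 19 of the 20 protein transport genes, 9 of the 10 vesicle genes and 7 of the 8 ubiquitin genes (12, 5 and 6 with rescaling). The difference of these day effects between the transitions was called for 20, 9 and 7 of them (14 of the protein transport genes with rescaling). Within the first HL day, 11 protein transport genes, 1 vesicle gene and 5 ubiquitin genes were higher at +1 than at +4 (6, 0 and 3 with rescaling, and 0 vesicle genes without replicate 2), with a median log2 fold change of 1.06 for protein transport. All counts except for rescaling were equal when adjusted over the list alone, and since the study selected these lists on the same libraries they carry no independent evidence of direction.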

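Many LL-to-HL Cluster 6 genes that Dataset S3 lists for ribosome production were less abundant at the first than at the second +1 of HL. Of 9 genes under ribosome biogenesis 7 were called lower and 0 higher (median log2 fold change −1.28 relative to all genes), and of 16 under rRNA processing 9 were lower and 0 higher (−1.08). Of 16 under DNA-templated transcription 3 were lower, with 8 lower after rescaling and 6 without replicate 1. In Cluster 7, the 4 genes under metalloendopeptidase activity and the 7 under RNA modification held 0 calls in limma, with 3 and 6 lower at an unadjusted p below 0.05. Rescaling made 3 and 3 of them lower, and leaving out replicate 1 made 2 of the RNA modification genes lower. Against the HL-to-LL transition at the first +1, 3 of the 4 metalloendopeptidase genes were lower (median −1.23), as were 4 of the 7 RNA modification genes, 8 of the 16 rRNA processing genes (16 with rescaling, 4 without replicate 3) and 7 of the 9 ribosome biogenesis genes. By name, RRM1 (Cre01.g042900), a putative rRNA methyltransferase, stood at 12.8 ± 3.14 FPKM (SD, n = 3) at the first HL +1 and 28.5 ± 8.17 FPKM (SD, n = 3) at the second, a log2 fold change of −1.08 that fell below 1 in size and was not called without replicate 2. SRS2, a serine/arginine-rich splicing factor, had a log2 fold change of −1.14 in the same limma comparison. Where not rescaled, the counts were equal when adjusted over the list alone, and the lists were derived by the study from these libraries, so that they add no independent evidence.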

Clusters 6 and 7 were enriched for terms related to metalloendopeptidases, transcription, and RNA modification. Thus, the mRNA induction at the start of the transition supports redox homeostasis, proteostasis, and housekeeping functions.

This global view of the gene expression landscape also revealed adjustments to the proteome in the second day of the LL-to-HL transition relative to the first. Proteins in Clusters 1, 4, 8, and 10 often appeared less abundant the second day, and were enriched for photosynthesis, light harvesting, and starch metabolism GO terms (Fig. 3 *E* and *F*, *SI Appendix*, Fig. S7, and Dataset S3). Proteins in Clusters 5 and 11 often appeared more abundant in the second day in HL, and were enriched for functions in proteostasis.

Taken together, we find that Chlamydomonas’ rhythmic gene expression program is maintained in severe light stress and that the surprise of excess light can induce widespread transcriptional changes that may be important for restoring homeostasis after photodamage without disrupting the diurnal program.

### NPQ Mechanisms Are Activated within the First HL Day.

Unsurprisingly, genes encoding photoprotective functions were among the genes that exhibited mRNA induction at the onset of the transition from diurnal LL to HL. 

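PSBS1 (Cre01.g016600) and PSBS2 (Cre01.g016750), which encode the photosystem II-associated PSBS protein of qE, were higher at the first +1 of HL than at the first +4. At the first +0.5 of the LL-to-HL transition PSBS1 stood at 3247 ± 114 FPKM (SD, n = 2) and PSBS2 at 2486 ± 45.8 FPKM (SD, n = 2), and at the first +1 at 1758 ± 340 and 2462 ± 500 FPKM (SD, n = 3). By the first +4 they stood at 17.3 ± 2.74 and 44.1 ± 6.23 FPKM, log2 fold changes from +4 to +1 of 6.58 (SE 0.82, adjusted p = 4.6e-11 from limma) and 5.76 (SE 0.76, adjusted p = 2.4e-10 from limma). On the second HL day at +1 they stood at 490 ± 247 and 879 ± 412 FPKM. The log2 fold change of the first over the second HL day was 1.99 for PSBS1 (SE 0.82, adjusted p = 0.043 from limma) and 1.60 for PSBS2, which was not called (adjusted p = 0.082 from limma, 2 of 2 genes called when adjusted over the list alone). The PSBS1 call was lost after rescaling (1.68), with a pseudocount of 0.1, with no filter and without replicate 1, 2 or 3 (2.1, 2.21 and 1.64). Among the 3 second-day libraries replicate 3 stood at 216 FPKM and the others at 556 and 697 FPKM. The SE rests on the spread within all 38 groups. For PSBS1 these include HL-to-LL libraries far from their replicates, such as 146.7 FPKM against 0.16 and 0.49 FPKM at the second-day +12. At +1 the libraries of the first and second HL day did not overlap. PSBS1 lay at 1376 to 2028 against 215.8 to 696.8 FPKM, and PSBS2 at 1902 to 2861 against 422.6 to 1225 FPKM. In the HL-to-LL transition at the first +1 PSBS1 stood at 0.459 ± 0.13 and PSBS2 at 2.30 ± 0.13 FPKM (SD, n = 2), log2 fold changes of 10.22 and 9.52 between the transitions (adjusted p = 1.3e-16 and 8.1e-17 from limma). At the first +0.5 of that transition they stood at 35.7 ± 12.6 and 47.7 ± 8.29 FPKM (SD, n = 3). On the second LL day at +1 they stood at 27.7 ± 21.5 and 109 ± 62.7 FPKM (SD, n = 3), above the first LL day in both genes. PSBS1 and PSBS2 are paralogs, and reads shared by both were placed at 1 locus at random, so their separate levels are uncertain. The LHCSR genes were not analysed here by name.

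**Figure D2:**
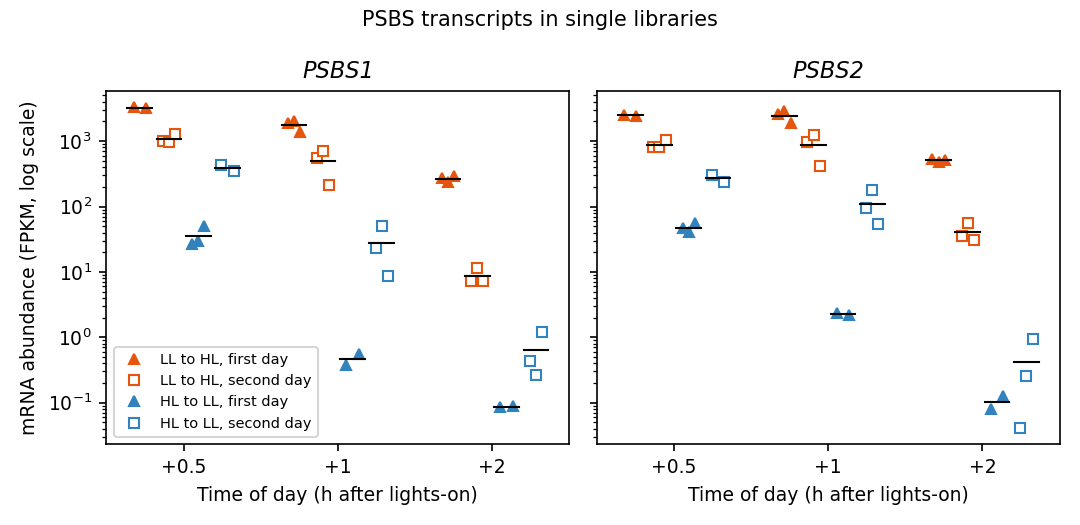
FPKM of PSBS1 (left) and PSBS2 (right) in single libraries on a log scale at +0.5, +1 and +2 after lights-on, by transition (color) and day (filled for the first, open for the second), with lines at the group means. At the first +1 PSBS1 lies between 1376 and 2028 FPKM in the 3 LL-to-HL libraries and between 0.370 and 0.547 FPKM in the 2 HL-to-LL libraries. PSBS2 lies between 1902 and 2861 FPKM and between 2.21 and 2.39 FPKM.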

The expression of qE-related genes *LHCSRs* and *PSBSs* was previously reported to peak at lights-on in diurnal ML and LL (200 and 60 µmol photons m^–2^ s^–1^, respectively), with the magnitude of expression being correlated to the intensity of light (31). We found that the induction of the *LHCSRs* was much higher during lights-on at the first HL period than at the second (Fig. 4*A*). Large increases in mRNA abundance at the first instance of HL may enable de novo accumulation of LHCSR3 and LHCSR1 proteins in the LL-acclimated cells, which steadily accumulated over the first HL day (Fig. 4*B*). Conversely, HL-acclimated cells transitioned to LL did not induce *LHCSRs* during the first LL morning, but did during the second (Fig. 4*C*), and LHCSR protein abundance decreased over the first diurnal cycle of LL (Fig. 4*D*).

**Fig. 4.**
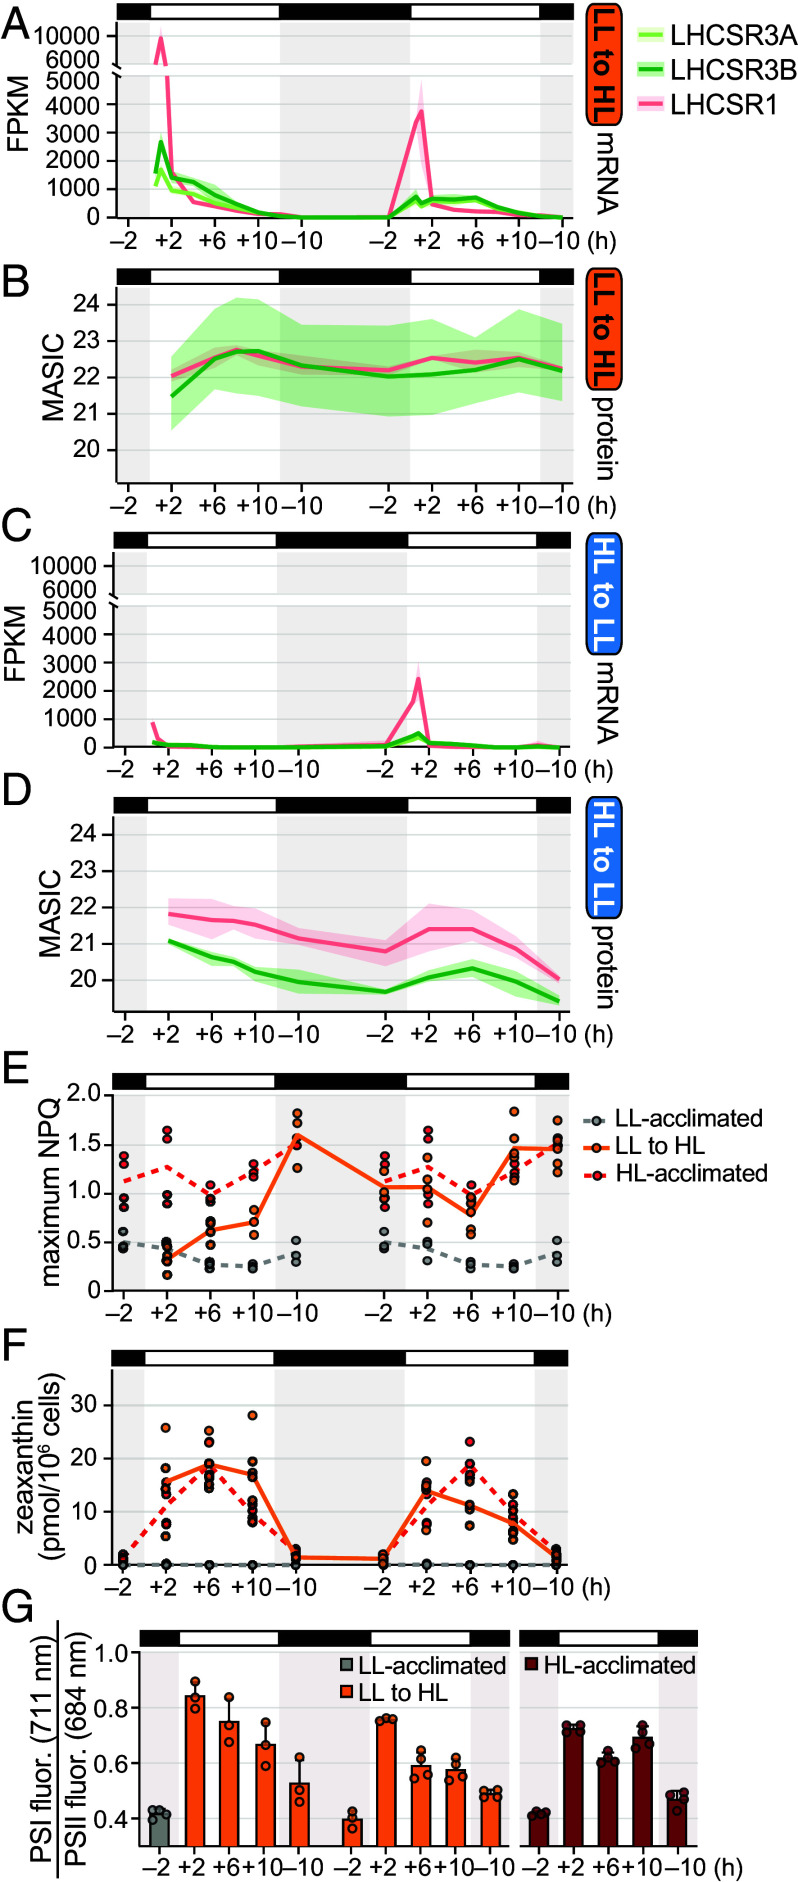
NPQ mechanisms are activated within the first HL day. Gene expression data are represented as the mean expression across the experimental replicates and the 95% CI. Results for HL-acclimated populations (red) and LL-acclimated populations (gray) are reproduced from ref. 30. (*A*) Abundance (FPKM) of LHCSR transcripts during the diurnal LL-to-HL transition. (*B*) Abundance (MASIC values) of LHCSR proteins during the diurnal LL-to-HL transition. (*C*) Abundance (FPKM) of LHCSR transcripts during the diurnal HL-to-LL transition. (*D*) Abundance (MASIC values) of LHCSR proteins during the diurnal HL-to-LL transition. (*E*) Maximum NPQ measured over 50 to 1,500 µmol photons m^–2^ s^–1^ at each timepoint. Lines represent the mean of the experimental replicates. (*F*) Cellular zeaxanthin content. Lines represent the mean of the experimental replicates. (*G*) Relative Chl fluorescence from PSI (at 711 nm) to PSII (at 684 nm) measured at 77 K. Error bars represent the SD from the mean.

To determine how these gene expression changes influenced photoprotective quenching, we first monitored NPQ capacity during the transitions. In both cases, NPQ capacity was correlated with LHCSR accumulation. LL-acclimated cells increased their NPQ capacity from 0.31 ± 0.12 at the first +2 timepoint in HL to 0.70 ± 0.13 at the first +10, and by the dark phase, had reached the capacity of cells that had been acclimated to HL for several weeks (1.60 ± 0.30) (Fig. 4*E*). Conversely, the NPQ capacity of HL-acclimated cells transitioned to LL decreased as LHCSR abundance decreased over the first day (*SI Appendix*, Fig. S8*A*).

Upon HL exposure, a high ∆pH across the thylakoid membrane activates CVDE1, which converts violaxanthin to the quenching pigment zeaxanthin. HPLC measurements showed that LL-acclimated cells were competent to accumulate zeaxanthin to the same degree as HL-acclimated cells do by the first +2 in HL (Fig. 4*F*). Their de-epoxidation state followed a similar pattern as in the HL-acclimated cells (*SI Appendix*, Fig. S8*C*). HL-acclimated cells were also competent to adjust zeaxanthin levels to LL-acclimated levels by the first +2 of a surprising LL day (*SI Appendix*, Fig. S8 *B* and *C*).

We also investigated state transitions in the populations by measuring Chl fluorescence spectra at 77 K. Within minutes of HL, STT7 kinase is known to phosphorylate LHCII trimers, increasing their association with PSI and thereby redistributing excitation energy between PSI and PSII (53, 54). We found that while LL-acclimated cells maintained the relative fluorescence of PSI:PSII near 0.4 at the beginning of the LL day (30), cells transitioned to HL doubled their relative PSI:PSII fluorescence to 0.89 ± 0.05 within the first 2 h (Fig. 4*G*). This increase was reversible, decreasing again in the night phase as it does for HL-acclimated cells. Such increases in PSI:PSII fluorescence may reflect not only association of LHCII with PSI, but also PSII damage.

In summary, these data suggest that LL-acclimated cells are competent to perform zeaxanthin-dependent quenching (qZ) and state transition-dependent quenching (qT) within just 2 h of a HL day. After several more hours, they accumulate LHCSR protein and increase their overall NPQ capacity, which may be aided by superinduction of *LHCSR* mRNAs at lights-on of the transition. This gradual increase in overall NPQ capacity may contribute to the observed recovery in F_v_/F_m_ (Fig. 1*A*).

### Transient Depletion and Delayed Accumulation of Photosystem Complex Transcripts May Mediate the Reduction in Light Harvesting During Acclimation to Diurnal HL.

Next, we sought to determine how Chlamydomonas’ light-harvesting capacity and photosystem abundance are adjusted during the diurnal transitions. HPLC measurements showed that LL-acclimated cells transitioned to HL had higher Chl content than HL-acclimated cells during the first HL day (Fig. 5*A*), explaining why adjusting the cultures to the same OD_680_ caused the LL-to-HL cultures to start with lower biomass (Fig. 1). After the cells divided (Fig. 1), their Chl content became more similar to that of HL-acclimated cells, and throughout the second HL day, it was lower than it had been the previous day. Conversely, HL-acclimated cells had lower Chl content than LL-acclimated cells had during their first day in LL (Fig. 5*B*). As the HL-to-LL transitioned cells failed to divide after the first LL day and remained relatively large during the dark phase (*SI Appendix*, Fig. S2), they began the second LL day with a higher cellular Chl content than the LL-acclimated cells did. They continued to increase their Chl content over the second day of the transition.

**Fig. 5.**
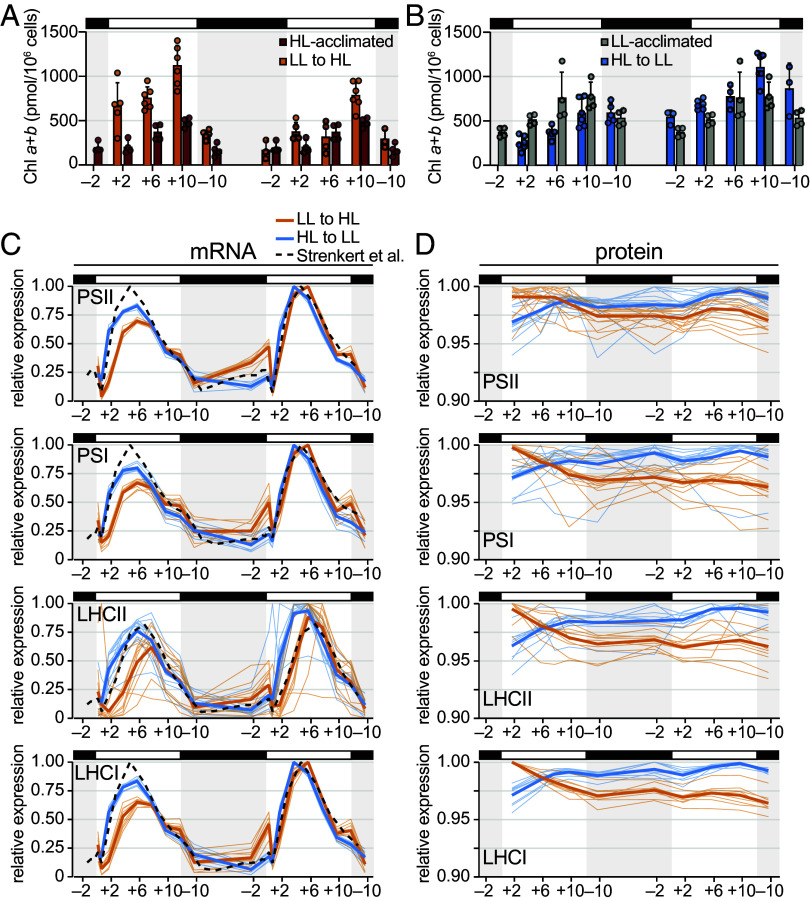
Transient depletion and delayed accumulation of photosystem complex transcripts may reduce absorptive capacity during acclimation to diurnal HL. Results for HL-acclimated populations (red) and LL-acclimated populations (gray) are reproduced from Dupuis et al. (30). Error bars represent the SD from the mean. mRNA and protein abundances were normalized relative to the maximum abundance observed in each population (abundance in LL-to-HL normalized relative to the maximum abundance observed in LL-to-HL; abundance in HL-to-LL normalized relative to the maximum abundance observed in HL-to-LL). Fine lines show the relative abundance of individual mRNAs and proteins as the mean across the experimental replicates, and the thick lines show the mean across all detected mRNAs or proteins of the photosystems and their antenna. (*A*) Cellular Chl content during the transition from diurnal LL to HL. (*B*) Cellular Chl content during the transition from diurnal HL to LL. (*C*) Changes in photosystem and antenna mRNA abundances during the diurnal transitions compared to that of ML-acclimated cells reported by Strenkert et al. (31) (dashed lines). (*D*) Changes in photosystem and antenna protein abundances during the diurnal transitions.

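From +0.5 to +1 of the first HL day, 28 of 34 genes of the photosystems and their antenna were called lower and 0 higher (limma, median log2 fold change −1.99 relative to all genes). At +1 all 34 were lower than at the first +4 (median −2.56 relative to all genes). Against the first +1 of the HL-to-LL transition 32 of the 34 were lower and 0 higher, with a median of −2.59 relative to all genes (34 lower, −2.88 with rescaling). Against +1 of the second HL day 15 were lower and 0 higher, with a median of −0.98 (22 lower, −1.13 with rescaling). The 34 genes are those that Dataset S3 lists under light harvesting, photosystem I and photosystem II for LL-to-HL Cluster 10, a choice made by the study on these libraries and so not independent evidence of direction. The counts were the same when adjusted over the list alone. On the second HL day 27 of them were lower at +1 than at +0.5 (median −1.70). In chlorophyll synthesis POR1 and CAO1 fell. POR1 went from 187 ± 13.1 FPKM (SD, n = 2) at the first +0.5 to a minimum at +1 and 522 ± 10.4 FPKM (SD, n = 3) at +4, a log2 fold change from +0.5 to +1 of −5.39 (SE 0.27, adjusted p = 6.0e-29 from limma). CAO1 (Cre01.g043350), the chlorophyllide a oxygenase that makes chlorophyll b, went from 157 ± 11.0 FPKM (SD, n = 2) to 25.3 ± 0.65 FPKM (SD, n = 3).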

We found that transcripts for both photosystems and their respective LHCs sharply decreased in abundance during the first hours of the LL-to-HL transition (Fig. 5*C*). 

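On the second LL day, 8 of the 34 photosystem and antenna genes that Dataset S3 lists for LL-to-HL Cluster 10 were called lower at +1 than at +0.5 and 0 higher, 3 of 9 under photosystem II and 5 of 17 under light harvesting. The median log2 fold change over the 34 genes was −0.52 relative to all genes (limma). Of 8 genes under photosystem I, 0 were called, with 5 lower at an unadjusted p below 0.05. These counts rest on 2 libraries at +0.5 and 3 at +1, were the same when adjusted over the list alone, and turned with single replicates. Calls numbered 18 without replicate 1, 0 without replicate 2 and 11 without replicate 3. On the first LL day 0 of the 34 genes were called in limma between +0.5 and +1, with 2 higher and 8 lower at an unadjusted p below 0.05 and a median of −0.06 relative to all genes. With rescaling, which moved the median of all genes by 0.15 on the first LL day, that relative median was 0.07. From +1 to +4 of the second LL day all 34 rose (median log2 fold change of +1 against +4 −3.13), as they did on the first (−2.08). POR1 stood at 175 ± 88.9 FPKM (SD, n = 2) at +0.5, 80.1 ± 42.3 FPKM (SD, n = 3) at +1 and 1398 ± 95.9 FPKM (SD, n = 3) at +4 of the second LL day. The list was chosen by the study on libraries of this experiment, so its direction is not independent evidence.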

A slight trough in PSII and LHCII mRNA abundance can also be observed in cells acclimated to ML (31) and in the HL-acclimated cells on the second LL day. In addition, mRNA accumulation was delayed during the first day of the LL-to-HL transition relative to diurnal ML conditions, whereas they accumulated on time or even earlier during the HL-to-LL transition.

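Accumulation over the first day was compared as the change from +2 to +6, as the difference between the transitions. For 30 of the 34 photosystem and antenna genes, abundance at +2 relative to +6 was lower in the LL-to-HL than in the HL-to-LL transition, and for 0 it was higher (limma, median difference of the log2 fold changes −1.58 relative to all genes, 33 lower with rescaling). All 17 genes under light harvesting were among them (median −2.58), with 6 of 8 under photosystem I (−1.23) and 7 of 9 under photosystem II (−1.53). Between days at +1 of the HL-to-LL transition 2 of the 34 genes were higher on the first day and 0 lower, with a median of 0.58 relative to all genes (11 higher, 0.70 with rescaling). Leaving out replicate 1 or 3 gave 1 or 8. In chlorophyll synthesis, POR1 stood at 98.8 ± 3.03 FPKM (SD, n = 3) at the first +2 and 495 ± 42.9 FPKM (SD, n = 3) at the first +6 of the LL-to-HL transition, a difference between the transitions of −2.53 (SE 0.37, adjusted p = 9.8e-08 from limma). CAO1 stood at 26.8 ± 0.31 and 94.7 ± 1.72 FPKM (SD, n = 3 each), a difference of −1.40 (SE 0.19, adjusted p = 2.4e-08 from limma). Over all genes the difference was called for 400 with a higher and 555 with a lower value in the LL-to-HL transition, for 351 and 847 with rescaling, and for 2489 and 1580 by adjusted p alone, with no fold minimum. The counts of the list were the same when adjusted over the list alone, and the list, drawn by the study from these libraries, is not independent evidence. The ML-acclimated cells were not analysed here.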

The abundance of the cognate PSI, LHCII, and LHCI proteins showed a concerted decrease over the first day of the LL-to-HL transition (Fig. 5*D*), as did the PSII subunits of the oxygen-evolving complex (*SI Appendix*, Fig. S9*A*). This could reflect protein degradation and/or dilution if there is not commensurate synthesis as the cell volume increases over the light phase. The PSII core subunits PsbA (D1), PsbD (D2), PsbC (CP43), and PsbB (CP47) did not begin to decrease until later in the first HL day (*SI Appendix*, Fig. S9*A*), consistent with reports that translation of these subunits transiently increases upon HL exposure to support PSII repair (11, 55–57). Conversely, the abundances of the photosystem and antenna proteins increased over the HL-to-LL transition (Fig. 5*D* and *SI Appendix*, Fig. S9*B*). Collectively, these results suggest that changes in photosystem and antenna abundance are likely driven by changes not only in synthesis but also in degradation.

### Populations Acclimated to Diurnal LL Promptly Induce Chaperones, Proteases, and the Autophagy Pathway during a Surprise HL Morning.

To distinguish degradation events during the transition from diurnal LL to HL, we investigated the expression of proteases, chaperones, and their regulators. 

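Of the 4 chaperones and proteases that could be named here, FTSH3 was higher at the first +1 than at +4 of HL. DEG8 rose between +0.5 and +1 on the first morning of both transitions. At +1 of the second HL day FTSH3 stood at 45.8 ± 2.62 FPKM (SD, n = 3), and its log2 fold change of the first over the second day was 0.74 (SE 0.08, adjusted p = 1.8e-12 from limma), under the fold change needed for a call. DEG8 (Cre01.g028350), a Deg protease, rose from 2.81 ± 0.54 FPKM (SD, n = 2) at the first +0.5 of HL to 7.13 ± 1.18 FPKM (SD, n = 3) at the first +1, a log2 fold change of 1.09 (SE 0.16, adjusted p = 7.3e-09 from limma). On the first LL morning DEG8 was also called higher at +1 than at +0.5, so its rise was not particular to HL. DEG10 stood at 11.9 ± 0.31 FPKM (SD, n = 3) at the first +1 and 12.6 ± 1.64 FPKM at the second. HSP22D, a small heat shock protein, was listed at 0 in all 3 libraries of the first +1. Of these 4 genes 0 were called between days at +1 in limma, with 1 higher at an unadjusted p below 0.05, and 0 when adjusted over the list alone. Of 11 Cluster 4 genes that Dataset S3 lists under protein folding, 10 were called higher at the first +1 than at the first +4 and 2 higher than at +1 of the second day, with 0 lower, a list the study drew from these libraries. HSF1, HSP90A, HSP70A, HSP70B and the other HSP22 genes were not analysed here by name. Nor were FTSH1, FTSH2, DEG1A and DEG1C, the proteases that the paper names, and where FTSH3 acts in the cell was not examined.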

LL-acclimated cells had the transcriptional signature of a heat shock or unfolded protein response during the first hour of HL (Fig. 6*A*). Target loci of the heat shock transcription factor HSF1, including the *HSF1* locus itself, loci of the cytosolic chaperones *HSP90A* and *HSP70A*, and loci of the chloroplast chaperones *HSP22C*, *HSP22E*, *HSP22F*, and *HSP70B* exhibited high mRNA abundances at the +1 timepoint, particularly during the first day of the transition (58, 59). The same was true for several cochaperones and HSP100s; the *MARS1* kinase, which has been proposed to regulate the chloroplast unfolded protein response through retrograde signaling (60); and the VIPP paralogs, which are thought to play a role in the response to chloroplast membrane stress (52, 61). In addition, transcripts encoding the soluble chloroplast serine endopeptidase DEG1A; DEG1C; and the FTSH1 and FTSH2 subunits of the thylakoid-membrane-tethered processive metalloprotease, which degrade the D1 polypeptide during PSII repair (62, 63), were also increased within the first hour of the transition. Transcriptional induction of several of these genes has been reported previously upon a dark-to-light transition or under continuous HL (60, 61, 63–65). However, the level of induction measured in the LL-to-HL population was not observed in the HL-to-LL transition (*SI Appendix*, Fig. S10) nor in the ML-acclimated populations studied previously (31).

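FTSH3 was higher at the first +1 of the LL-to-HL than of the HL-to-LL transition, where it stood at 17.4 ± 0.13 FPKM (SD, n = 2), by a log2 fold change of 2.09 (SE 0.09, adjusted p = 7.9e-34 from limma). The difference of the day effects at +1 between the transitions was 1.67 for FTSH3 (adjusted p = 9.4e-21 from limma). For DEG8, which in the HL-to-LL transition stood at 9.06 ± 1.05 FPKM (SD, n = 2), the log2 fold change was −0.31 (adjusted p = 0.069 from limma), and for DEG10 it was 0.47, neither called. Of the 4 chaperone and protease genes named here 1 was higher in the LL-to-HL transition and 0 lower, also when adjusted over the list alone. CCT7 stood at 69.9 ± 16.9 FPKM (SD, n = 3) against 10.0 ± 2.1 FPKM (SD, n = 2). Of the genes that Dataset S3 lists under protein folding in LL-to-HL Cluster 5, 9 of 10 were higher (median log2 fold change 2.77 relative to all genes), and of those under unfolded protein binding in Cluster 11, 9 of 11, with 0 lower in either. Between the 2 LL days at +1, 0 of the 4 named genes were called in limma, with 2 lower on the first day at an unadjusted p below 0.05. Without replicate 3 FTSH3 was called lower. The GO lists were drawn by the study from these libraries and are not independent evidence of direction.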

**Fig. 6.**
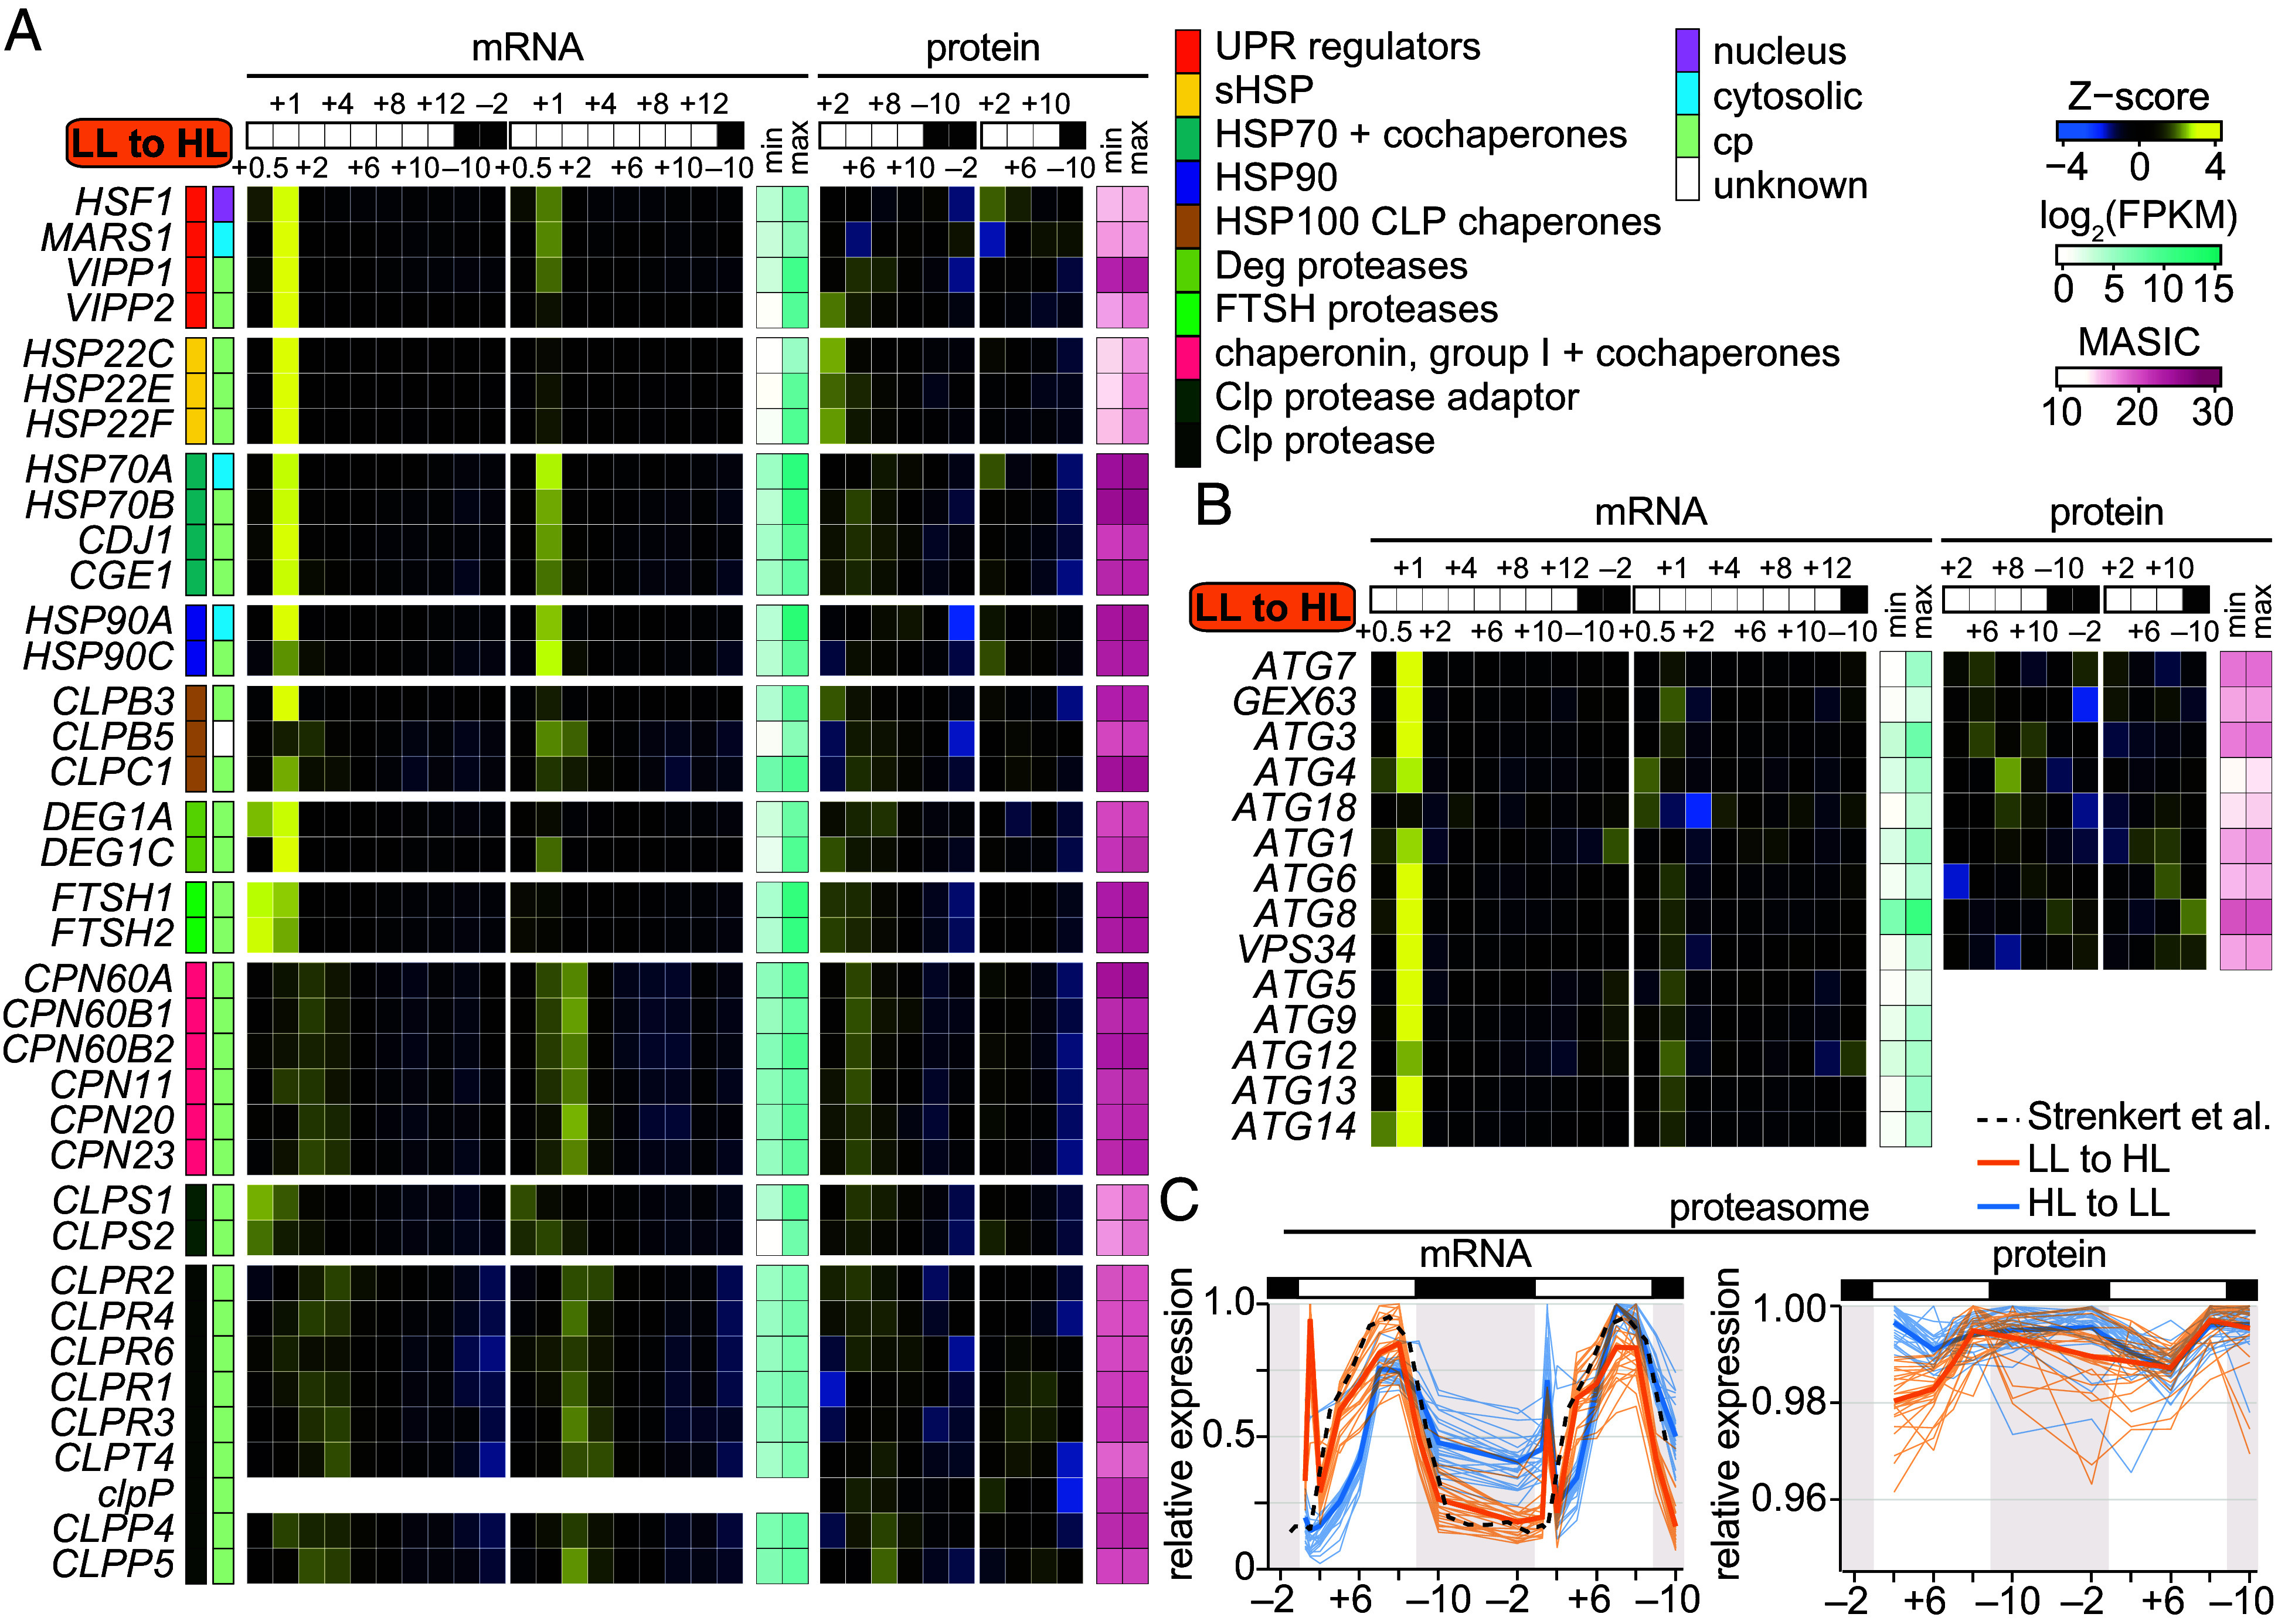
Chaperones, proteases, and the autophagy pathway are rapidly induced in LL-acclimated cells transitioned to diurnal HL. (*A*) Changes in mRNAs and proteins involved in chloroplast protein homeostasis. Z-scores of mean mRNA abundances (FPKM) and Z-scores of mean protein abundances (MASIC values) are used to show patterns over time. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the dynamic range. Protein localization is listed according to the review by Schroda and deVitry 2023. (*B*) Changes in autophagy-related mRNAs and proteins represented as in (*A*). (*C*) Expression of proteasome genes during the diurnal transitions compared to that of ML-acclimated cells reported by Strenkert et al. (31), represented as in Fig. 5. Fine lines show the relative abundances of individual mRNAs and proteins as the mean across the experimental replicates, and the thick lines show the mean across all detected mRNAs or proteins.

Proteomics showed that the VIPP proteins, chaperones, and proteases were most abundant between the +2 and +8 timepoints of the first day of HL (Fig. 6*A*), concomitant with the striking changes in chloroplast ultrastructure (Fig. 2). The chloroplast Group I chaperonins, their cochaperones, the Clp protease adaptor CLPS1, and the Clp monomers CLPR2 and CLPR4 also peaked in abundance during this period, although transcripts for these proteins accumulated more gradually over the first day of the transition rather than as a sharp induction at lights-on.

Under photooxidative and proteotoxic stress in the chloroplast, Chlamydomonas has also been reported to induce autophagy-related genes (65–67). We observed that several autophagy genes were induced at lights-on of the LL-to-HL transition (Fig. 6*B*). 

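ATG6 (Cre01.g020264) and VPS34 (Cre01.g035500), a regulatory subunit and the lipid kinase of the complex that starts autophagosome formation, were higher at the first +1 than at the first +4 of HL. VPS34 stood at 3.64 ± 0.27 FPKM (SD, n = 2) at the first +0.5, 11.1 ± 0.36 FPKM (SD, n = 3) at +1 and 3.22 ± 0.11 FPKM (SD, n = 3) at +4, a log2 fold change of +1 against +4 of 1.51 (SE 0.08, adjusted p = 7.3e-28 from limma). ATG6 stood at 4.87 ± 0.07 FPKM (SD, n = 2) at +0.5, 10.2 ± 0.67 FPKM (SD, n = 3) at +1 and 3.30 ± 0.30 FPKM (SD, n = 3) at +4. From +0.5 to +1 VPS34 was called and ATG6 was not, and +1 against +4 gave ATG6 a log2 fold change of 1.38 (SE 0.11, adjusted p = 3.5e-19 from limma). At +1 of the second HL day they stood at 6.44 ± 0.32 and 6.35 ± 0.75 FPKM. Between days 0 of the 2 were called in limma, as both differences lay under the fold minimum, and 2 were higher at an unadjusted p below 0.05. In the HL-to-LL transition at the first +1 VPS34 stood at 3.52 ± 0.26 and ATG6 at 3.31 ± 0.01 FPKM (SD, n = 2), log2 fold changes between the transitions of 1.42 and 1.37 (adjusted p = 1.1e-23 and 6.6e-17 from limma). Both were called, also when adjusted over the list alone. Neither was called after rescaling (0.96 and 0.93), although their median was then 1.21 above that of all genes. The difference of the day effects was called for VPS34 (1.14, adjusted p = 5.4e-13 from limma) and not for ATG6 (0.97), and not for VPS34 with rescaling (0.67). No other autophagy gene was analysed here by name.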

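The proteasome subunits RPN11 (Cre01.g011500), the deubiquitinating subunit of the regulatory particle, and POA4 (Cre01.g030850), an alpha subunit of the core, peaked at the first +1 of HL. RPN11 went from 73.6 ± 1.97 FPKM (SD, n = 2) at the first +0.5 to 179 ± 22.7 FPKM (SD, n = 3) at +1, a log2 fold change of 1.26 (SE 0.14, adjusted p = 3.0e-12 from limma). POA4 went from 14.3 ± 1.72 to 57.6 ± 9.65 FPKM. On the log2 scale the change was 1.92 (SE 0.15, adjusted p = 1.7e-19 from limma). In the HL-to-LL transition at the first +1 they stood at 11.7 ± 0.95 and 3.71 ± 0.18 FPKM (SD, n = 2), log2 fold changes between the transitions of 3.81 and 3.62 (adjusted p = 1.7e-36 and 1.2e-34 from limma). The median of both genes stood at 118 ± 16.2 FPKM (SD, n = 3) at the first +1 of HL and at no more than 10.5 ± 0.40 FPKM (SD, n = 3) on the first LL morning, at +0.5. The ratio of the first-morning peaks in FPKM was 11.6 (10.9 and 12.3 for the 2 genes). Set instead over the higher of the peaks of both HL-to-LL mornings, a comparison added after the values were seen, the ratio was 2.51. Between the transitions at the first +1, both genes were called, also when adjusted over the list alone, as were 11 of 11 genes that Dataset S3 lists under proteasome core complex for Cluster 11 (median 3.52 relative to all genes), a list drawn by the study from these libraries. The ratio of the first-morning peaks for these 11 genes was 8.94 (6.15 to 17.8). Between the first and second HL day at +1, 0 of the 2 named and 0 of the 11 listed genes were called in limma. At an unadjusted p below 0.05, 2 and 11 were higher, and 1 and 4 were called without replicate 3. A missed call need not mean a high p here. Over all genes, 6536 had an adjusted p below 0.05 in this limma comparison and 872 were called.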

We also observed a sharp induction of proteasome mRNAs at the beginning of the LL-to-HL transition, which was roughly 2× higher than that observed during the HL-to-LL transition and was absent in ML-acclimated cells (Fig. 6*C*) (31). Although some of these mRNAs exhibited peaks in abundance in the second morning of the HL-to-LL transition and in ML-acclimated cells (31), the peaks were of substantially lower magnitude. For example, transcripts encoding ATG8, a protein critical for autophagosome formation that is often used as a marker for autophagy (68, 69), increased to ~1,700 FPKM at the first +1 timepoint of the LL-to-HL transition but only ~700 FPKM in the HL-to-LL transition.

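At +1 of the second HL-to-LL morning RPN11 stood at 76.7 ± 16.9 FPKM (SD, n = 3) and POA4 at 21.4 ± 4.53 FPKM (SD, n = 3), above the first LL morning by log2 fold changes that for the first against the second day were −2.59 (SE 0.14, adjusted p = 6.7e-26 from limma) and −2.23 (SE 0.15, adjusted p = 3.4e-22 from limma). From the end of the night (−2) they rose from 37.1 ± 2.99 and 8.00 ± 0.49 FPKM, log2 fold changes of 1.01 and 1.30 (1 of the 2 called without replicate 1, without replicate 2 and after rescaling). Of the 11 genes listed under proteasome core complex, 1 was called higher than at −2 (0, 0 and 4 without replicate 1, 2 and 3, and 0 after rescaling). The median of both genes stood at 49.1 ± 10.7 FPKM (SD, n = 3) at that +1, below the 67.1 ± 8.77 FPKM (SD, n = 3) at +1 of the second HL day. All 11 of these listed genes were lower on the first than on the second LL morning at +1 (median log2 fold change −2.52 relative to all genes). Their median stood at 64.9 ± 8.26 FPKM at the first +1 of HL, 41.0 ± 9.28 FPKM at the second, 4.61 ± 1.40 FPKM (n = 2) at the first +1 of LL and 32.8 ± 6.48 FPKM at the second (SD, n = 3 where not given). The difference of the day effects between the transitions was called for both named genes (3.44 and 2.91) and for all 11 listed genes (median 3.22 relative to all genes), also when adjusted over the list alone. The 11 genes were listed by the study from these libraries and are not independent evidence. At the second LL +1 ATG6 and VPS34 stood at 4.64 ± 1.28 and 5.14 ± 0.29 FPKM (SD, n = 3).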

The proteins involved in autophagy were not coexpressed, but given that many of them are degraded along with the autophagic cargo (70), this was not unexpected. The abundance of the proteasome subunits on the other hand increased gradually over the first HL day. Proteasome function feeds back on de novo protein synthesis and is necessary for efficient recovery from photoinhibition in Chlamydomonas (71). It has also been linked to chloroplast proteostasis (72). Taken together, rapid induction of chaperones, proteases, and the autophagy pathway could be important for repair and remodeling during the transition from diurnal LL to HL.

## Discussion

We have undertaken a systems analysis of synchronized Chlamydomonas populations acclimated to dim days and bright days as they adjust to an unanticipated diurnal light intensity. Chlamydomonas populations acclimated to diurnal LL exhibit robust growth in a surprise HL day, achieving similar biomass yields over their first day in HL as do populations acclimated to diurnal HL through weeks of exposure (Fig. 1). This is despite severe photoinhibition and apparent chloroplast swelling that occur during the first 6 h of a surprise HL day (Figs. 1 and 2). LL-acclimated cells can recover PSII efficiency by the end of their first HL day, and by their second day, they perform almost indistinguishably from cells that are long-term accustomed to this daylight intensity. In contrast, cells acclimated to diurnal HL suffer growth limitation and do not divide after a surprise LL day (*SI Appendix*, Fig. S2), but these cells also adjust their physiology to improve growth yields just 1 d later. Taken together, these results demonstrate that Chlamydomonas is resilient to challenging light intensities under diurnal cycles and is competent to acclimate to variation in daylight intensities within 48 h.

Using the synchronous cell system, we have documented temporally resolved changes in PSII photochemistry (F_v_/F_m_), thylakoid membrane stacking, PSII subunit abundance, and the abundance of chloroplast proteases during the transition from LL to HL. These data are compatible with the sequence of events in which light-induced damage to PSII precedes a decrease in thylakoid membrane stacking and initiation of the PSII repair cycle, including degradation and de novo synthesis of PSII core subunits (41, 73).

Microscopy of live and fixed Chlamydomonas cells showed that LL-acclimated cells decreased thylakoid membrane stacking within the first 6 h of HL (Fig. 2 and *SI Appendix*, Figs. S3 and S4). Decreased stacking may allow the PSII repair machinery to access damaged PSII in these cells, providing a plausible mechanism for the recovery in F_v_/F_m_ that we observed in the latter half of the day (17, 41). On the other hand, segregation of the two photosystems is thought to prevent excitation energy spillover (74). Thus, it is also possible that rapid unstacking may result in spillover midday and contribute to the decrease in PSII efficiency.

Unlike at other timepoints, the chloroplast stroma appeared less densely packed with ribosomes than the cytoplasm did at the first +6 timepoint in HL, suggesting that the chloroplasts were swollen (Fig. 2 and *SI Appendix*, Fig. S5). As thylakoid membrane stacking is driven by electrostatic forces, changes in the osmolarity of the stroma could be related to the changes in thylakoid membrane appression that we observed during the first HL day (48, 49). Chloroplast swelling has been documented in *Arabidopsis* cells during photoinhibition and apparent damage to the chloroplast envelope (46), and the swollen chloroplasts are cleared through microautophagy of the entire organelle (chlorophagy) (46, 47, 75). We found that the light stroma phenotype was largely resolved across the Chlamydomonas LL-to-HL population within just 4 h. Chlamydomonas does not possess a canonical microautophagy pathway, nor is it likely that the cell’s only chloroplast would be completely turned over in just 4 h. However, piecemeal macroautophagy could play a role in the recovery of chloroplast integrity. Autophagy genes and others enriched for the “vesicle-mediated transport” GO term were induced at the onset of the LL-to-HL transition (Figs. 3 and 6).

The LL-acclimated cells exhibited the transcriptional signature of the chloroplast unfolded protein response at the start of the transition (Fig. 6). Several chaperones, proteases, and the VIPP proteins accumulated midday. Overexpression of VIPP1 suppresses chloroplast swelling in *Arabidopsis* (46). The VIPP proteins interact with the chloroplast chaperone HSP70B in Chlamydomonas and have been proposed to sense damaged or misfolded proteins in the thylakoid membranes, recruit chaperones and proteases to such sites, and contribute to membrane remodeling (52, 61, 76, 77). Future work should 1) confirm whether the light stroma phenotype in fact reflects chloroplast swelling, and 2) determine the contributions of autophagy, proteostasis pathways, and VIPP proteins in the rapid restoration of chloroplast form and function during a surprise HL day. For example, activation of autophagy could be assessed by monitoring ATG8 lipidation (69), and the capacity to acclimate to diurnal HL without induction of the chloroplast unfolded protein response (e.g., in *HSF1*-RNAi lines and *mars1* mutant lines) could be tested (58–60).

Among the proteases induced at the beginning of the diurnal LL-to-HL transition were FTSH1, FTSH2, and DEG1 (Fig. 6). These proteases cooperatively degrade the D1 polypeptide (62, 63, 78). However, the PSII core subunits PsbA (D1), PsbD (D2), PsbC (CP43), and PsbB (CP47) increased during the first HL morning, while the abundance of many other photosystem subunits and LHC proteins decreased (Fig. 5 and *SI Appendix*, Fig. S9), suggesting net synthesis as has been documented previously (11, 55–57). Previous reports have shown that *psbA* transcription increases upon a transition from dark to light, as does the degradation rate of *psbA* mRNAs and several other chloroplast-encoded mRNAs (79). RNA sequencing (RNA-Seq) libraries prepared using poly-A selection do not quantitatively recover chloroplast-encoded mRNAs. However, the nucleus-encoded PSII mRNAs did seem to decrease at lights-on, particularly in cells transitioned from LL to HL (Fig. 5) (31). mRNAs encoding LHCII, PSI, and LHCI proteins also appeared to be depleted at the onset of the first HL day, and their accumulation over the light phase was delayed relative to populations maintained in diurnal ML (Fig. 5). 

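Of the 34 photosystem and antenna genes listed for LL-to-HL Cluster 10, those under photosystem II had the largest drop from +0.5 to +1 of the first HL day, with 7 of 9 called lower and a median log2 fold change of −2.59 relative to all genes, followed by light harvesting, with 15 of 17 lower (−2.54), and photosystem I, with 6 of 8 lower (−1.27). On the second HL day 7, 15 and 5 of them were lower (3 of photosystem I without replicate 3). Between the transitions at the first +1, 7 of the 9 photosystem II genes, all 17 light harvesting genes (median −3.29) and all 8 photosystem I genes were lower in the LL-to-HL than in the HL-to-LL transition. In these limma comparisons 0 genes were called higher, also with rescaling. The counts were the same when adjusted over the list alone, and the study's own use of these libraries to form the lists makes them no independent evidence. The differences between the 3 classes were not tested.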

HL-dependent decreases in transcription, translation, and half-life of *LHCB* mRNAs have been demonstrated in Chlamydomonas (13, 44, 80, 81). We hypothesize that the apparent depletion of nucleus-encoded *PSB*, *LHCBM*, *PSA*, and *LHCA* mRNAs reflects other such light-responsive decreases in mRNA half-life.

Dark-to-light transitions are known to induce *LHCSR* and *PSBS* expression in Chlamydomonas, and the magnitude of mRNA accumulation at this time depends on the light intensity (3, 31). Here, we have found that the level of induction also depends on the light intensity experienced the previous day (Fig. 4). LL-to-HL cells had much higher levels of these mRNAs at the first dark-to-light transition, whereas HL-to-LL cells increased their induction on the second dark-to-light transition. This dependence on the prior day’s light environment could stem, in part, from differences in the light absorption capacity and resulting photosynthetic electron transfer. Inhibition of photosynthetic electron transfer by DCMU has been shown to suppress the induction of *LHCSR3A* (3, 26). Thus, HL-acclimated cells with low photosynthetic capacity that are surprised with LL at lights-on may have lower induction than do cells that have increased their inventory of antenna complexes by the second LL day, and vice versa (Fig. 5).

In our controlled, reductionist experimental system, the light intensity remains constant during the light phase. In nature, a day may start off gloomy and turn out bright, or the fog may roll in after a sunny morning. Future work should interrogate Chlamydomonas’ competence to reacclimate to new light intensities at various times of the diurnal cycle and/or cell cycle. Given our results demonstrating the alga’s impressive flexibility, we suspect that Chlamydomonas has evolved to stay light on its feet and can adapt to just about any day.

## Materials and Methods

### Strains and Culture Conditions.

*C. reinhardtii* strain CC-5390 was grown in High Salt (HS) medium with a modified trace element solution aerated with filter-sterilized air in flat-panel turbidostat FMT 150 Photobioreactors (Photon Systems Instruments, Drásov, Czechia) as previously described (30, 31). Cultures were subjected to diurnal cycles of 12 h light (80% blue light, 20% red light) at 50 (LL) or 1,000 (HL) μmol photons m^–2^ s^–1^ and 28 °C followed by 12 h dark and 18 °C. The LL-acclimated population was first synchronized in diurnal ML (200 µmol photons m^–2^ s^–1^) for 1 wk and then acclimated to diurnal LL (50 µmol photons m^–2^ s^–1^) for > 1 wk. The HL-acclimated population was synchronized and acclimated in diurnal HL (1,000 µmol photons m^–2^ s^–1^) for > 1 wk. At the start of the experiment (–12, t = 0 h), culture density was set to OD_680_ = 0.4 and medium flow was stopped. Then, the LL-acclimated populations were subjected to diurnal HL conditions, and the HL-acclimated populations were subjected to diurnal LL conditions. After the first 26 h (–10), experimental cultures were diluted back to OD_680_ = 0.4 and medium flow was stopped again before the second day of the experiment. Once a photoacclimated population had been transitioned to a new light intensity and used for a 2-d experiment, it was discarded and replaced with a fresh, naïve culture. Experimental replicates refer to independent experiments performed on cultures grown in different bioreactors months apart from each other. All measurements were taken for at least three experimental replicates.

### Productivity Measurements.

Cell growth was assessed by continuously monitoring culture OD_680_, periodically sampling for cell number and diameter with a Z2 Coulter Particle Count and Size Analyzer (Beckman Coulter, CA), and periodically measuring NPOC using a TOC-L Shimadzu Total Organic Carbon Analyzer (Shimadzu, Kyoto, Japan). Photosynthetic activity was assessed by measuring F_v_/F_m_, NPQ, and steady-state Chl fluorescence emission spectra at 77 K. Cellular pigment content was measured by HPLC. Detailed methods for NPOC, Chl fluorescence, and pigment content measurements are available in *SI Appendix*, *Supporting Information Text*.

### Cellular Morphology.

Cultures were sampled for live-cell imaging by Airyscan microscopy of Chl fluorescence. Samples were kept on ice in the dark for <30 min prior to sample preparation and imaging. For TEM, cells were fixed in 2% glutaraldehyde in HS medium at 4 °C with rotatory agitation in the dark for >10 h. Cells were stained, dehydrated, embedded, sectioned, and imaged as previously described (30). FIJI image analysis software was used to analyze the height of thylakoid membrane stacks and the gray value profiles of the chloroplast stroma and the cytoplasm in the micrographs. More details on sample preparation, imaging, and quantitative image analysis can be found in *SI Appendix*, *Supporting Information Text*.

### RNA-Seq.

Total RNA was extracted at 19 timepoints using the ZymoBIOMICS RNA Mini Kit (Zymo, CA). Total RNA was subjected to poly(A) selection, RNA-Seq library construction, and sequencing on the Illumina Novaseq X Plus 10B platform by the University of California Los Angeles Technology Center for Genomics and Bioinformatics (UCLA, CA) using standard kits and protocols (Illumina Inc. CA). Reads were mapped to the *C. reinhardtii* reference genome assembly and annotations v6.1 (82).

8 of the 114 samples experienced changes in sample volume during sample shipment and were flagged by the sequencing facility for possible evaporation or cross-contamination between wells of the 96-well plate (*SI Appendix*, Fig. S11*A*). PCA of all samples showed that these samples were dissimilar from the other experimental replicates of the condition (*SI Appendix*, Fig. S11*B*). These 8 libraries were therefore discarded, leaving at least two experimental replicates for each treatment group. Only nucleus-encoded mRNAs that were detected with a maximum FPKM > 1 were analyzed (15,305 genes) (Dataset S2). Additional information about RNA-Seq methodology can be found in *SI Appendix*, *Supporting Information Text*. Raw RNA-Seq data have been deposited in National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) under accession GSE307139 (83).

### TMT Proteomics.

Cultures were sampled for tandem mass tag (TMT) proteomics at 10 timepoints. Cells were washed in 10 mM Na-phosphate buffer (pH 7.0), and the washed cell suspensions were flash-frozen in liquid N_2_ and stored at –80 °C until further processing. Cells were lysed by bead-beating in 8 M urea. Proteins in the lysate were reduced, alkylated, and then digested with 1:50 (w/w) trypsin and 1:20 (w/w) Lys-C proteases. Further sample processing, TMT peptide labeling, LC-MS/MS data collection, and proteomics data processing were performed as previously described (30).

While 11,489 proteins were detected across the dataset, only proteins that were detected in at least two of the three experimental replicates at all timepoints in either population were analyzed (9,567 proteins total) (Dataset S2). Additional details about proteomics methodology can be found in *SI Appendix*, *Supporting Information Text*. Raw proteomics data have been deposited in Mass Spectrometry Interactive Virtual Environment (MassIVE) under accession MSV000098920 (84).

### Transcriptomic and Proteomic Data Analysis.

Gene-wise normalization was performed for each transition independently (LL to HL or HL to LL). PCA of the transcriptome and proteome was performed using the R package *PCAtools* (v2.16.0) on mRNAs with a minimum average FPKM > 1 (7,613 genes), and proteins with a maximum average MASIC that was over the limit of quantitation (MASIC > 12.6) (8,922 proteins in the LL-to-HL transition, 8,984 proteins in HL-to-LL transition). *k*-means clustering analysis was conducted using the R package *stats* (v4.4.0). First, mean transcript abundances (as FPKMs) and mean protein abundances (as MASIC values) were Z-score normalized across time in a given transition (LL to HL or HL to LL). Only genes whose expression was detected at both the mRNA and protein levels at all timepoints of the transition were included (8,821 genes in LL to HL, and 8,868 genes in HL to LL) (Dataset S2), and the kmeans function was applied with centers = 16 and iter.max = 1,000. Each cluster of genes was tested for GO term enrichment using the enricher function from the R package *clusterProfiler* (v4.12.0) with pvalueCutoff = 0.05 and pAdjustMethod = “BH.” Representative enriched GO terms are displayed. The full list of significantly enriched GO terms is available as Dataset S3.

Line plots of mean gene expression and the 95% CI across the experimental replicates were generated in the R package *ggplot2* (v3.5.1) using the mean_cl_boot function. Composite heatmaps of gene expression patterns were generated in the R package *ComplexHeatmaps* (v2.20.0) (85).

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

## Data Availability

Raw RNA-Seq data and raw proteomics data have been deposited in NCBI GEO (GSE307139) and MassIVE (MSV000098920), respectively (83, 84). Previously published data were used for this work. Physiological results for fully HL-acclimated Chlamydomonas populations and fully LL-acclimated Chlamydomonas populations shown for comparison with the data presented in this work are reproduced from Dupuis et al. (30) and are publicly available. Gene expression data for ML-acclimated Chlamydomonas populations shown for baseline comparison are reproduced from Strenkert et al. (31) (publicly available at NCBI Gene Expression Omnibus accession GSE112394). All other data are included in the manuscript and/or supporting information.

# Supplementary material for: Acclimation to high and low diurnal light is flexible in Chlamydomonas reinhardtii
**Source:** Proc Natl Acad Sci U S A. 2026 Jan 2;123(1):e2523996123. doi: 10.1073/pnas.2523996123
**Supplement:** Supplementary file 1 — Appendix 01

Supporting Information for

Acclimation to high and low diurnal light is flexible in *Chlamydomonas reinhardtii*

Sunnyjoy Dupuis, Jordan L. Chastain, Genevieve Han, Victor Zhong, Sean D. Gallaher, Carrie Nicora, Samuel O. Purvine, Mary S. Lipton, Krishna K. Niyogi, Masakazu Iwai, and Sabeeha S. Merchant

Sabeeha S. Merchant

This PDF file includes:

- Supporting text
- Figures S1 to S11
- Legends for Datasets S1 to S3
- SI References

Other supporting materials for this manuscript include the following:

- Datasets S1 to S3

Supporting Information Text

Supplementary Methods

Study design. The physiology of transitioned cells was compared to data on cells fully acclimated to diurnal HL and LL published previously (1). The gene expression of transitioned cells was compared over the time of the transition and to one another (LL to HL vs. HL to LL). In addition, patterns of mRNA accumulation over time were often compared to data collected with high temporal resolution on ML-acclimated cells published previously and publicly available at the NCBI Gene Expression Omnibus under accession GSE112394 (2). The gene expression of the transitioned cells was not compared to that of the HL- and LL- acclimated populations, as the contribution of technical differences in data collection for the two experiments (e.g., different temporal resolution) was too great to draw meaningful conclusions from such comparisons, even after sample-wise and/ or gene-wise normalization.

Nonpurgeable organic carbon measurements. Total nonpurgeable organic carbon (NPOC) of cells was measured using a TOC-L Shimadzu Total Organic Carbon Analyzer (Shimadzu, Kyoto, Japan). 10 ml of culture was collected by centrifugation at $1680 \times g$ and 4°C for 2 min, and the cell pellets were washed once in 10 mM Na-phosphate buffer (pH 7.0). Cell pellets were stored at -20°C until analysis (<1 month). To digest cells, pellets were vortexed in the remaining buffer, HCl added to achieve 5 M acid concentration, and then incubated at 65°C overnight with constant agitation. Cell digests were diluted with MilliQ H_2O for a final HCl concentration of 27 mM. Samples were sparged to remove inorganic carbon; some organic carbon may be purged from the sample by this method, so we report “nonpurgeable” organic carbon.

Chl fluorescence measurements. The maximum quantum efficiency of PSII (F_v/F_m) of cells dark-adapted for 15 min was measured using an IMAG-MAX/L MAXI Imaging PAM system (Heinz Walz GmbH, Effeltrich, Germany) as previously described (1).

To determine NPQ capacity, 12 ml of culture was collected into 50 ml beakers and agitated at 180 rpm to prevent hypoxia. The cells were dark-adapted for 30 min and then illuminated with far-red light to induce State 1 for 10 min for light-phase cells or 5 min for dark-phase cells. Cells were deposited onto glass fiber prefilters (Millipore Sigma, MA, USA) using a syringe, and the filters were placed on Whatman paper moistened with HS medium to prevent drying. Chl fluorescence was measured over light curves using an IMAG-MAX/L MAXI Imaging PAM system with gain set to 15, damping set to 5, and measuring light intensity and frequency both set to 1. F_v/F_m was measured using a saturating pulse with intensity of 10 and pulse width of 0.72 s. Actinic light treatments of 50, 180, 550, 970, and $1490 \mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 5 min were administered and light-adapted F_m' was measured after each. NPQ was calculated as $(F_m - F_m')/F_m'$, and the maximum NPQ for each sample is reported.

To determine the steady-state Chl fluorescence emission spectra at 77 K, 750 μl of culture was collected into glass tubes and immediately frozen by submerging in liquid N_2 . Fluorescence spectra were collected using a FluoroMax-4 spectrophotometer (Horiba Scientific, Kyoto, Japan) as previously described (1), with excitation of 420 nm and 2 nm slit size, and emission measured for 0.1 s at each wavelength from 650 to 780 nm and a 4 nm slit size. Fluorescence was normalized relative to the maximum fluorescence (resulting from PSII, ~ 684 nm). PSI fluorescence relative to the PSII fluorescence is reported as the ratio between the fluorescence at the 711 nm peak and the fluorescence at the 684 nm peak.

Pigment content. Cellular pigment content was measured by HPLC. 10 ml of culture was collected by centrifugation at $2500 \times g$ for 2 min at 4°C , and the pellets were flash-frozen in liquid N_2 and stored at -80°C until processing. Pellets were thawed on ice, vortexed, and then the pellet was collected by centrifugation at $1000 \times g$ for 3 min at 4°C . 100 μl of 100% (v/v) ethanol was used to extract pigments from each pellet by vortexing for 3 min. The supernatant was collected by centrifugation at $21,000 \times g$ for 5 min at ambient temperature. Another 50 μl of 100% (v/v) ethanol was added to the pellet to extract remaining pigment by vortexing for 3 min. The additional supernatant was collected by centrifugation at $21,000 \times g$ for 5 min at ambient temperature. The combined extracted pigments were passed through a $0.22 \mu\text{m}$ nylon filter by

centrifugation at $2650 \times g$ for 1 min at ambient temperature. HPLC analysis was performed according to Gupta *et al.* (2015) with modifications as follows (3). 20 μ l of the filtered extracted pigments was injected to HPLC and separated on a C30 reverse-phase column (YMC Carotenoid, 250×4.6 mm I.D., $S-5 \mu$ m) coupled to a C30 guard column (YMC America) using mobile phases consisting of (A) 98% (v/v) methanol, (B) 95% (v/v) methanol, and (C) 100% (v/v) methyl *t*-butyl ether. Pigments were eluted with a linear gradient from 100% A to 60:40% A:C at a flow rate of 1 ml/min for 20 min, immediately followed by a linear gradient from 60:40% B:C to 100% C at a flow rate of 1 ml/min for 2 min, and re-equilibrate to initial condition by 30 min. The column temperature was maintained at 20 °C. Pigments were detected by absorbance at 445 nm with a reference at 550 nm by a diode array detector. Standards for carotenoids (antheraxanthin, α -carotene, β -carotene, lutein, neoxanthin, violaxanthin, and zeaxanthin) were purchased from DHI Laboratory Products (Hørsholm, Denmark). The quantification of each pigment was performed against calibration curves measured using these standards. Pigment content was normalized to cell number.

Live-cell imaging. 22 ml of culture was placed on ice in the dark for <30 min prior to sample preparation and imaging. Cells were collected by centrifugation at $1800 \times g$ for 1 min and then resuspended in 0.7% (w/v) low-melting-point agarose in HS medium. Airyscan imaging of Chl fluorescence was performed using a Zeiss LSM 980 microscope equipped with an Airyscan detector and a Zeiss Plan-Apochromat $63\times/1.4$ NA DIC M27 Oil objective (Zeiss, Oberkochen, Germany). A 633 nm laser was used for excitation, and fluorescence emission was acquired through a 645 nm long-pass filter. Image acquisition and analysis were performed using ZEN software (Zeiss, Oberkochen, Germany) and FIJI image analysis software (4, 5). At least ten representative cells were imaged per timepoint, and one representative image was chosen for display. Additional imaged cells are presented in Figure S3.

Transmission electron microscopy (TEM). 40 ml of culture was collected by centrifugation at $1800 \times g$ for 1 min, and cells were fixed in 2% glutaraldehyde in HS medium at 4 °C with rotatory agitation in the dark for >10 h. Cells were stained, dehydrated, embedded, and sectioned as previously described (1). Micrographs were collected using a Technai 12 120 kV TEM with a UltraScan 1000XP CCD Camera (Gatan Inc, CA, USA). At least 15 representative cells were imaged from each sample, and one representative image was chosen for display.

Quantitative image analysis of thylakoid membrane stacking in electron micrographs. FIJI image analysis software was used to measure the height and gray value profiles of all discernable thylakoid membrane stacks in 1 μ m² areas of at least ten representative cells per timepoint using the Multi Plot function, as demonstrated in Figures S4A–S4B. As stromal gaps were often difficult to make out in the electron micrographs, we used stack height and feature-based clustering to characterize membrane stacking. The dominant frequency of each stack's gray value profile was estimated using fast Fourier transformation as previously described using the *fft* function in the R package *stats* (v4.5.1) (6). The dominant period was calculated as the inverse of the dominant frequency. Then, the thylakoid membrane stacks were clustered into five groups ($k = 5$) by applying the *kmeans* function to a matrix containing stack height, standard deviation of stack gray values, and stack period estimated by fast Fourier transformation of the gray value profiles (Figures S4C–S4D).

Quantitative image analysis of stromal and cytoplasmic density in electron micrographs. FIJI image analysis software was used to plot the gray value profiles of the chloroplast stroma and the cytoplasm of ten representative cells per timepoint. For each cell, gray value profiles were plotted for two 0.5 μ m lines in the chloroplast stroma and two 0.5 μ m lines in the cytoplasm using the Multi Plot function as demonstrated in Figures S5A–S5B. The average gray value in each compartment was also determined (Figure S5C), and the ratio of the average stroma gray value to the average cytoplasm gray value of the same cell was calculated (Figures S5C–S5D).

RNA extraction and sequencing. Total RNA was extracted at 19 timepoints from 3 experimental replicates using the ZymoBIOMICS RNA Mini Kit (Zymo, CA, USA). 17 ml of culture was

collected by centrifugation at $2500 \times g$ for 2 min at 4 °C, cell pellets were resuspended in 750 μ l DNA/RNA Shield and transferred to ZR BashingBead Lysis Tubes containing 0.1 mm and 0.5 mm beads. Samples were immediately subjected to bead beating for 2 min in a Mini-BeadBeater 16 Cell Disrupter (BioSpec Products, OK, USA) in a 4 °C room. Then 400 μ l supernatant was collected by centrifugation at $10,000 \times g$ for 30 s and transferred to a nuclease-free tube. RNA was extracted according to the manufacturer's instructions, was flash frozen in liquid N₂, and stored at -80 °C.

Total RNA was subjected to poly(A) selection, RNA-Seq library construction, and sequencing on the Illumina Novaseq X Plus 10B platform by the University of California Los Angeles Technology Center for Genomics and Bioinformatics (UCLA, CA, USA) using standard kits and protocols (Illumina Inc. CA, USA).

Reads from the 114 libraries were mapped to the *Chlamydomonas reinhardtii* reference genome assembly and annotations v6.1 (7) using STAR aligner (v2.7.9a) (8). The --alignIntronMax was set to 3000, allowing intron lengths up to 3000 base pairs. For multi-mapping reads, --outMultimapperOrder was set to Random, such that reads mapping to multiple locations were assigned randomly to the loci. The --outSAMmultNmax 1 parameter was applied to limit reporting to a single alignment per multi-mapping read.

mRNA abundance was quantified using the featureCounts function from the R package Rsubread (v2.1) (9), which assigns reads to genomic features. The countMultiMappingReads = TRUE option was used to include reads mapping to multiple locations. The allowMultiOverlap = TRUE option allows reads to be assigned to multiple overlapping features, and the fraction = TRUE option was applied to assign fractional counts to reads that overlap multiple features. The isPairedEnd = TRUE and countReadPairs = TRUE options were applied to ensure accurate counting of read pairs. DESeq2 (v1.45.0) was used for further data processing and normalization (10). Raw count data was imported and rounded to the nearest integer. Gene lengths were added to the DESeq2 dataset. A DESeqDataSet was created using DESeqDataSetFromMatrix() with a design formula of ~1. Gene lengths were incorporated using mcols(), and size factors were estimated with estimateSizeFactors(). Fragments per kilobase of transcript per million mapped reads (FPKM) were calculated using the fpkm() function.

TMT proteomics. Cell pellets were collected for tandem mass tag (TMT) proteomics at 10 timepoints from three experimental replicates. 20 ml of culture was collected by centrifugation at $2500 \times g$ at 4 °C for 2 min and washed in 40 ml 10 mM Na-phosphate buffer (pH 7.0). Cell pellets were resuspended in 500 μ l 10 mM Na-phosphate buffer and transferred completely to 2 ml Eppendorf SafeLock tubes. Cells were collected by centrifugation at $16,000 \times g$ at 4 °C for 20 s, then cell pellets were resuspended in 200 μ l 10 mM Na-phosphate buffer by vortexing before being flash-frozen in liquid N₂. Samples were stored at -80 °C until further processing.

8 M urea was added to the cell pellets and cells were lysed by bead beating for 45 s at 5.5 m/s in a Bead Ruptor Elite bead mill homogenizer (OMNI International, GA, USA). Cell lysate was collected by centrifugation at $1000 \times g$ at 4 °C for 10 min, and the protein concentration was determined by bicinchoninic acid (BCA) assay (Thermo Scientific, MA, USA). Samples were incubated with 10 mM dithiothreitol (DTT) at 60 °C for 30 min with constant agitation, followed by incubation with 40 mM iodoacetamide at ambient temperature for 30 min in the dark. Proteins were digested with 1:50 (w/w) Promega Platinum Trypsin (Promega, WI, USA) and 1:20 (w/w) Lys-C (FUJIFILM Biosciences, CA, USA) at 37 °C for 16 h, followed by cooling to 4 °C with constant agitation. Further sample processing, TMT peptide labelling, sample fractionation, and LC-MS/MS data collection were performed as previously described (1).

TMT data processing was performed as previously described (1). Briefly, peptide-to-spectrum matching was performed in MS-GF+ against protein sequences from the *Chlamydomonas reinhardtii* v6.1 genome annotation and common contaminants using a target/decoy approach, and then filtered to 1% FDR (7, 11, 12). TMT reporter ion abundances (peak heights) were extracted using the MASIC software tool (13). Peptide abundance was determined as the summed reporter ion abundances across all sample fractions. Peptide abundances were log₂-transformed, mean-central-tendency normalized across all samples per dataset, and then de-logged. Peptides were assigned to their "best" Gene ID parsimoniously as follows. Peptides that mapped to only one Gene ID were assigned to that Gene ID. Peptides that

mapped to multiple Gene IDs for which one of the candidate Gene IDs had another unique peptide assigned to it were assigned to the candidate with the unique peptide. Peptides that mapped to multiple Gene IDs for which no candidate Gene IDs had unique peptides assigned to it were assigned to the Gene ID with the most non-unique peptides mapped to it. When peptides mapped to multiple Gene IDs without unique peptides assigned to them and where candidate Gene IDs had the same number of non-unique peptides mapped to them, the peptide was assigned to the first Gene ID in the FASTA file. "Best" Gene ID assignments and the number of unique and non-unique peptides mapping to each Gene ID are provided in Dataset S2. Protein abundance was determined by summing the normalized abundances of all peptides assigned to the Gene ID. Finally, the protein abundances were $\log_2$ -transformed and mean-central-tendency normalized across all samples per dataset to yield the reported "MASIC values."

Supplementary Figures

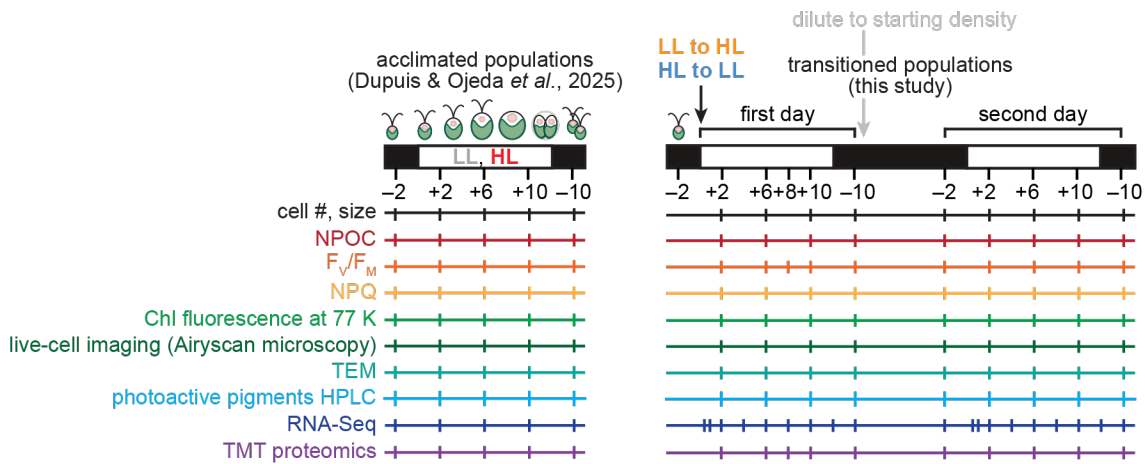

Fig. S1. Measurements performed on acclimated populations (LL and HL) (1) and transitioned populations (LL to HL and HL to LL) over the diurnal cycle. The black arrow indicates the time at which LL-acclimated populations were transitioned to diurnal HL and HL-acclimated populations were transitioned to diurnal LL (+0). The grey arrow indicates when the cultures were diluted to OD₆₈₀ of 0.4 prior to the second day of the experiment. Tick marks represent sampling timepoints.

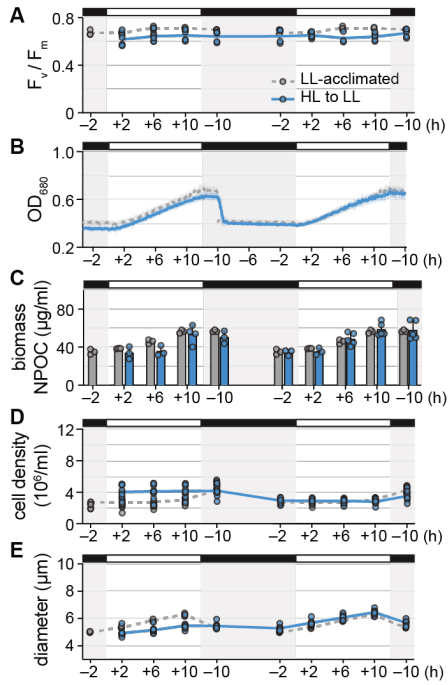

Fig. S2. Acclimation to diurnal HL decreases cell growth and division upon a transition to LL. The physiology of HL-acclimated cells transitioned to diurnal LL (blue) were monitored for two diurnal cycles. Results for LL-acclimated populations (grey) are reproduced from Dupuis & Ojeda *et al.*, 2025 (1).

- (A) Maximum photochemical efficiency of PSII (F_v/F_m). Lines represent the mean of the experimental replicates.
- (B) OD_{680} monitored continuously. Error bars represent the standard deviation from the mean of the experimental replicates.
- (C) NPOC concentration of biomass in the cultures. Error bars represent the standard deviation from the mean of the experimental replicates.
- (D) Cell density. Lines represent the mean of the experimental replicates.
- (E) Mean cell diameter across the populations. Lines represent the mean of the experimental replicates.

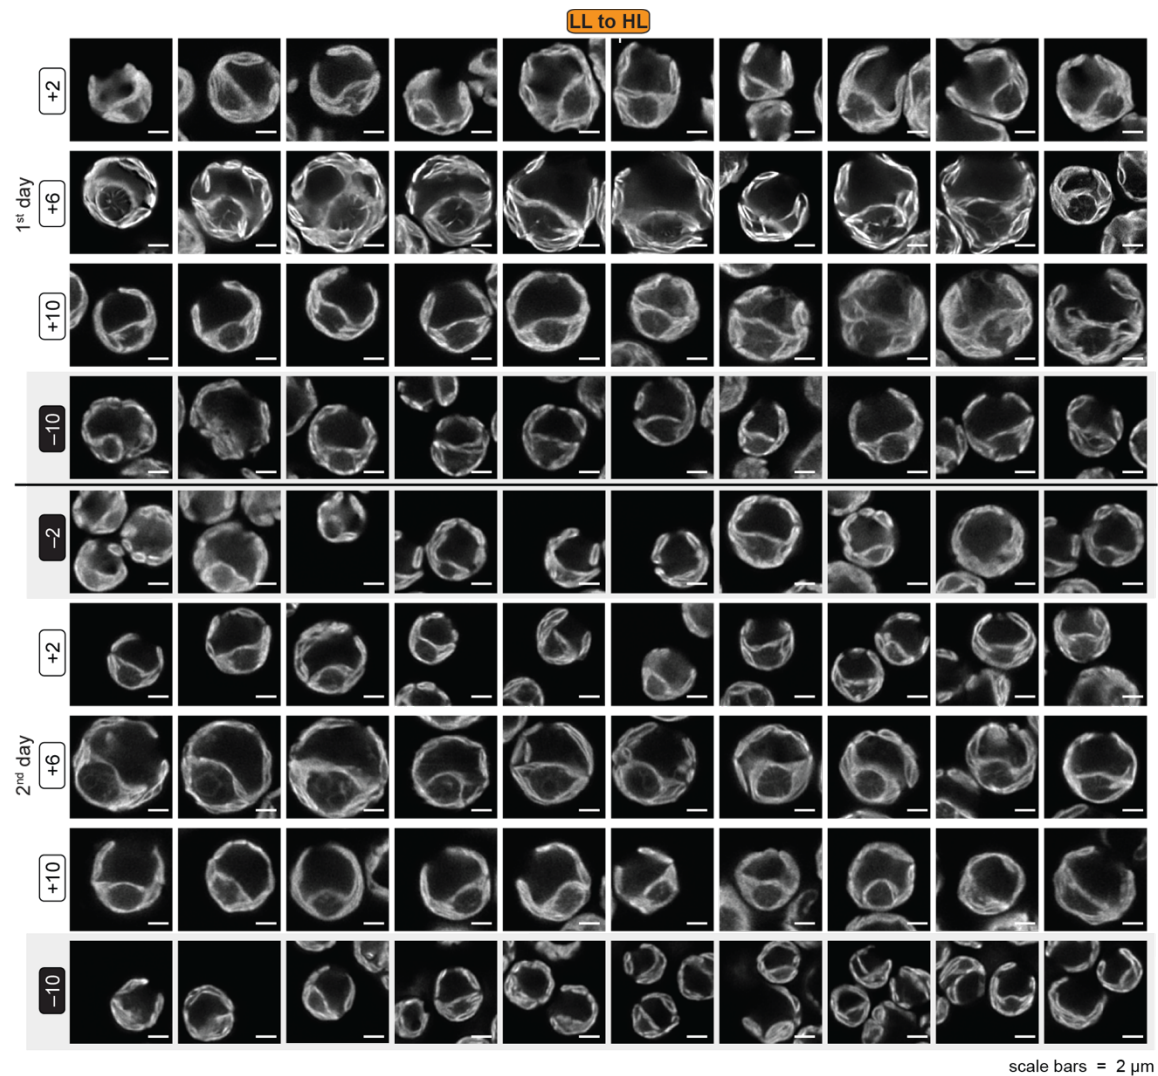

Fig. S3. Airyscan microscopy of Chl autofluorescence in representative live cells suggests changes in thylakoid stacking during the transition from diurnal LL to HL.

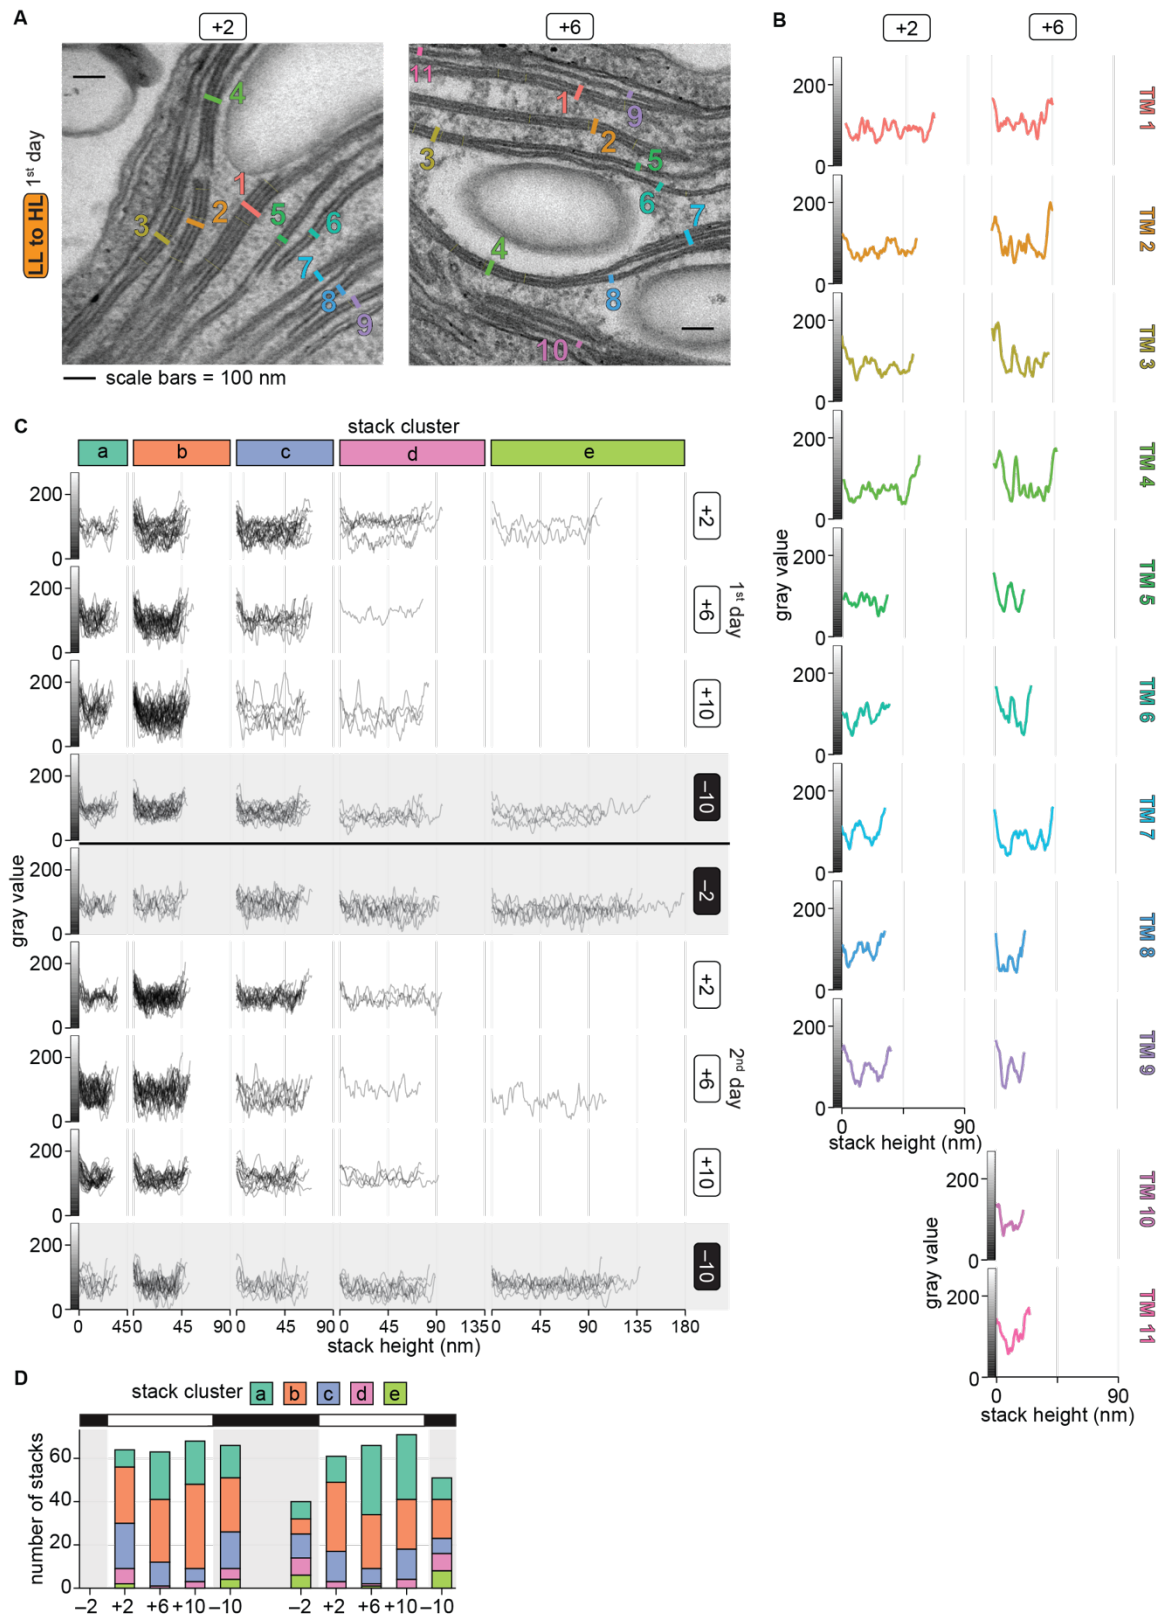

Fig. S4. Analysis of thylakoid membrane stacking in electron micrographs.

(A) Example demonstrating measurement of thylakoid membrane height and gray value profile in electron micrographs. Shown are $1\ \mu\text{m}^2$ areas of representative cells at the

first +2 and +6 timepoints of the transition to diurnal HL with numbered, colored lines drawn across the height of each visible thylakoid membrane stack using FIJI image analysis software. Black scale bars represent 100 nm.

- (B) Gray value profiles (0–255) of the numbered, colored lines drawn across thylakoid membrane stacks in (A) generated using FIJI image analysis software.
- (C) Gray value profiles (0–255) of thylakoid membrane stacks of at least ten representative cells per timepoint during the transition from diurnal LL to HL, clustered into five groups (a–e) based on their height, standard deviation of their gray values, and period estimated by fast Fourier transformation.
- (D) The proportion of measured thylakoid membrane stacks that belonged to each cluster shown in (C) at each timepoint during the transition from diurnal LL to HL.

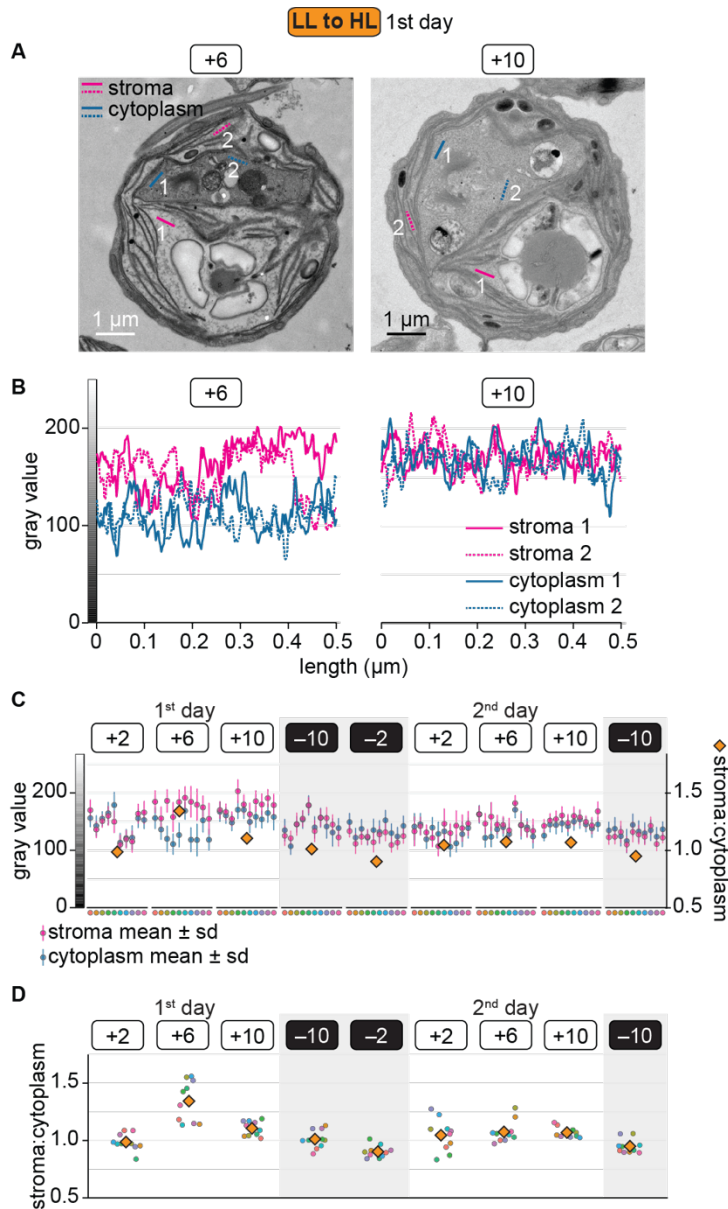

Fig. S5. Analysis of stromal and cytoplasmic density in electron micrographs.

- (A) Example electron micrographs of cells at the first +6 and +10 timepoints of the transition to diurnal HL, showing the two 0.5 μm lines drawn through representative areas of the chloroplast stroma (pink) and the cytoplasm (blue) using FIJI image analysis software. Scale bars represent 1 μm .
- (B) Gray value profiles (0–255) of the lines drawn in (A) generated using FIJI image analysis software.
- (C) Mean gray values ($\pm$ standard deviation) measured along 0.5 μm lines through the stroma (pink) and cytoplasm (blue) for ten cells at each timepoint. Cells are indicated by the colored points on the x-axis. Orange diamonds indicate the mean ratio of stromal to cytoplasmic gray values across all cells at each timepoint (secondary y-axis).
- (D) Ratio of mean gray value across representative areas in the stroma relative to that in the cytoplasm. Data for individual cells are shown as circles colored by cell as in (C). Orange diamonds represent the mean as in (C).

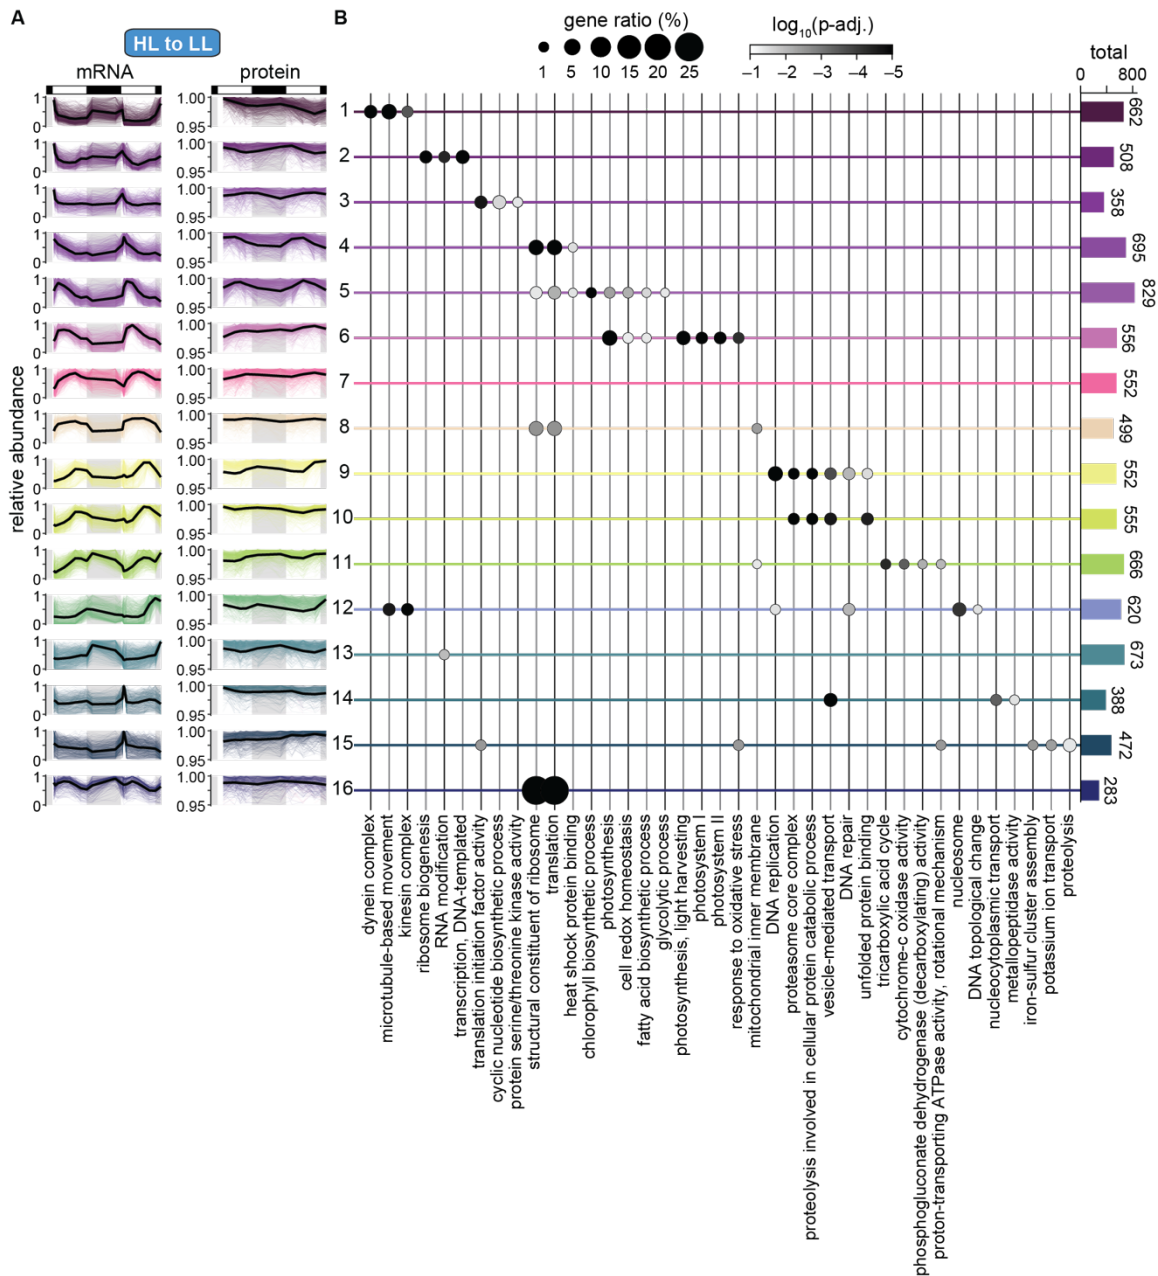

Fig. S6. Although some mRNAs begin the HL-to-LL transition at already high abundance, new induction at lights on is not evident until the second day in LL.

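At the first +1 of the HL-to-LL transition, IFT27 and CCT7 had fallen and DEG8 had risen since +0.5. IFT27 fell from 61.2 ± 9.40 FPKM (SD, n = 3) at +0.5 by a log2 fold change of −1.19 (SE 0.22, adjusted p = 5.5e-06 from limma). CCT7 fell from 29.9 ± 2.49 FPKM (SD, n = 3) at +0.5. DEG8 rose from 3.59 ± 0.10 FPKM (SD, n = 3). Its log2 fold change was 1.13 (SE 0.16, adjusted p = 8.4e-09 from limma). Over all genes 312 were higher at +1 than at +0.5 and 946 lower, and on the second LL morning 1031 were higher and 2052 lower. With rescaling the first morning gave 945 higher and 605 lower, so whether higher or lower calls are the majority on that morning turns with the scaling. The second gave 1031 higher and 2512 lower. On the second LL morning PRX5 rose from 71.2 ± 15.6 FPKM (SD, n = 2) at +0.5 (adjusted p = 5.7e-13 from limma), and MCM5 from 8.18 ± 1.67 FPKM. With a pseudocount of 0.1 the calls numbered 2520 on the first and 5004 on the second morning.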

- (A) Pattern of mRNA (left) and protein (right) accumulation for 16 distinct clusters of co-expressing genes during the HL-to-LL transition. Abundance was normalized relative to the maximum for each gene during the HL-to-LL transition. Colored lines show the relative abundance of individual mRNAs and proteins, while the black line shows the mean relative abundance. Cluster assignment is available in Dataset S2.
- (B) Enrichment of representative GO terms in the 16 clusters of genes. Dot sized indicates the fraction of genes in each cluster with this GO assignment, shading indicates the $\log_{10}(p\text{-adj.})$ of enrichment, and bars at the right show the total number of genes in each cluster. The full list of significantly enriched GO terms is available in Dataset S3.

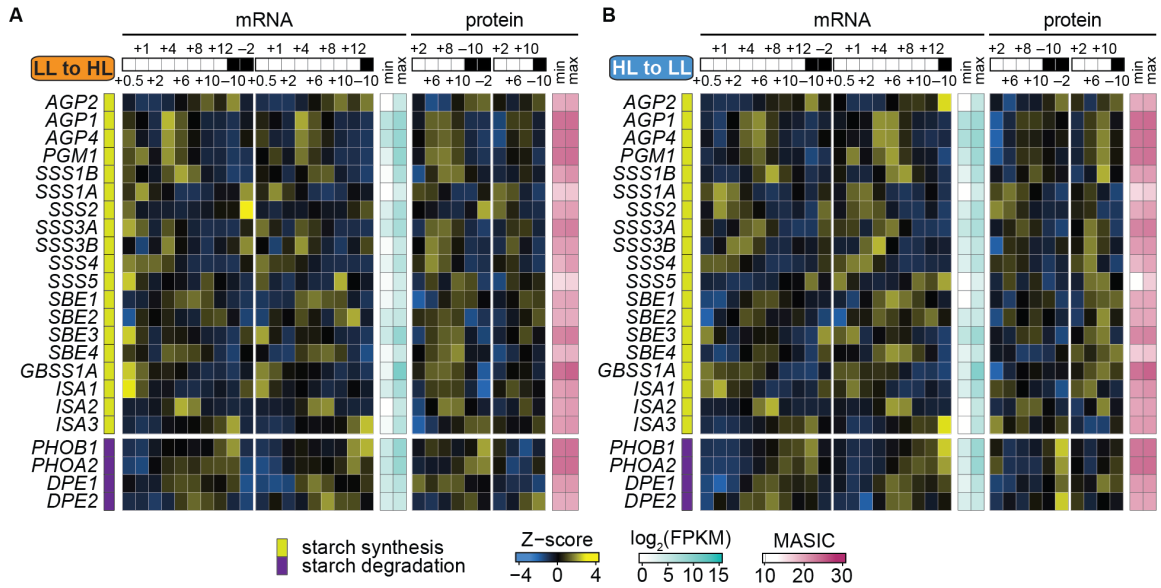

Fig. S7. Starch synthesis genes are induced at the dawn of the LL-to-HL transition, and enzymes for starch synthesis are often more abundant during the first day in HL than during the second.

- (A) Changes in starch metabolism mRNAs and proteins during the transition from diurnal LL to HL. Z-scores of mean mRNA abundances (FPKM) and Z-scores of mean protein abundances (MASIC values) across 3 experimental replicates are used to show patterns over time. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the dynamic range.
- (B) Changes in starch metabolism mRNAs and proteins during the transition from diurnal HL to LL, shown as in (A).

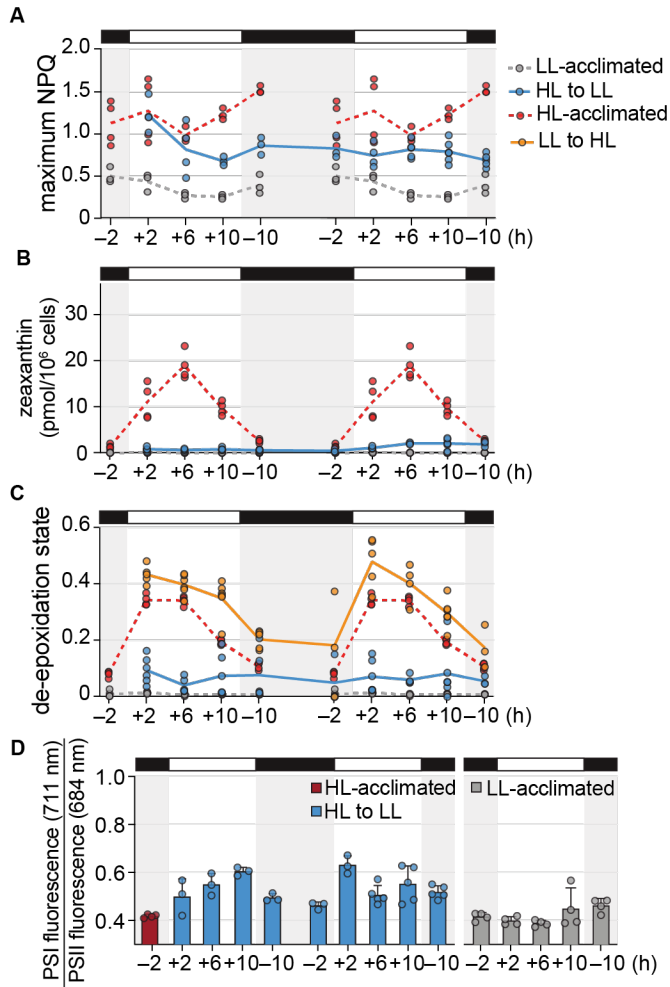

Fig. S8. Photoprotective quenching is reduced during the transition from diurnal HL to LL. Results for HL-acclimated populations (red) and LL-acclimated populations (grey) are reproduced from Dupuis & Ojeda et al., 2025 (1). Lines represent the mean of the experimental replicates.

- (A) Maximum NPQ measured over 50–1500 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ at each timepoint.
- (B) Cellular zeaxanthin content.
- (C) De-epoxidation state of xanthophylls, estimated as $(0.5 \text{ antheraxanthin} + \text{zeaxanthin}) / (\text{violaxanthin} + \text{antheraxanthin} + \text{zeaxanthin})$.
- (D) Relative Chl fluorescence from PSI (at 711 nm) to PSII (at 684 nm) measured at 77 K. Error bars represent the standard deviation from the mean of the experimental replicates.

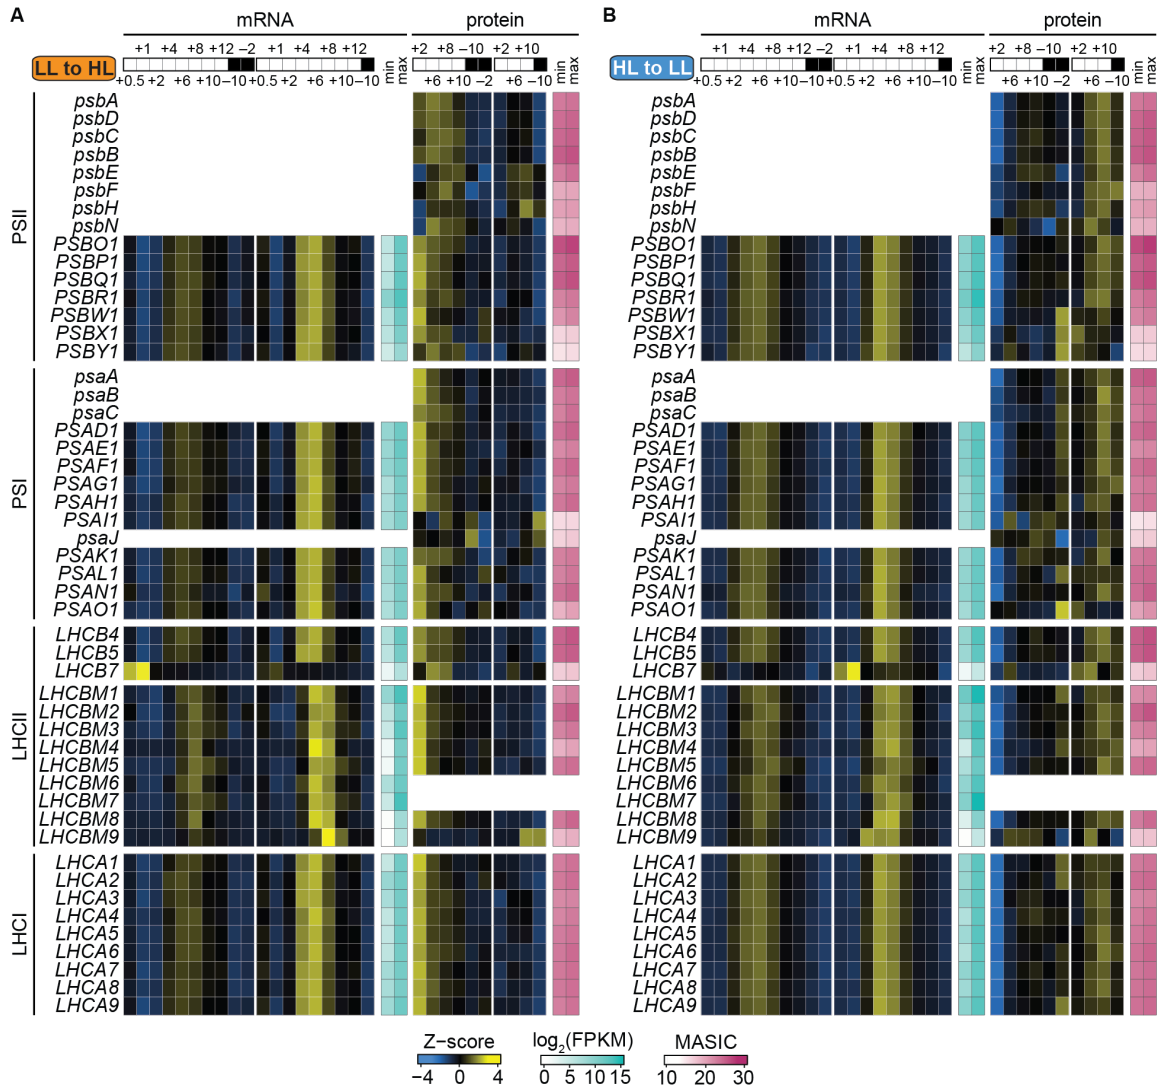

Fig. S9. While the abundances of most photosystem and LHC proteins decrease from the beginning of the LL-to-HL transition, PSII core subunits increase first.

- (A) Changes in mRNAs and proteins of the photosystems and LHCs during the transition from diurnal LL to HL. Z-scores of mean mRNA abundances (FPKM) and Z-scores of mean protein abundances (MASIC values) across 3 experimental replicates are used to show patterns over time. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the dynamic range.
- (B) Changes in mRNAs and proteins of the photosystems and LHCs during the transition from diurnal HL to LL, shown as in (A).

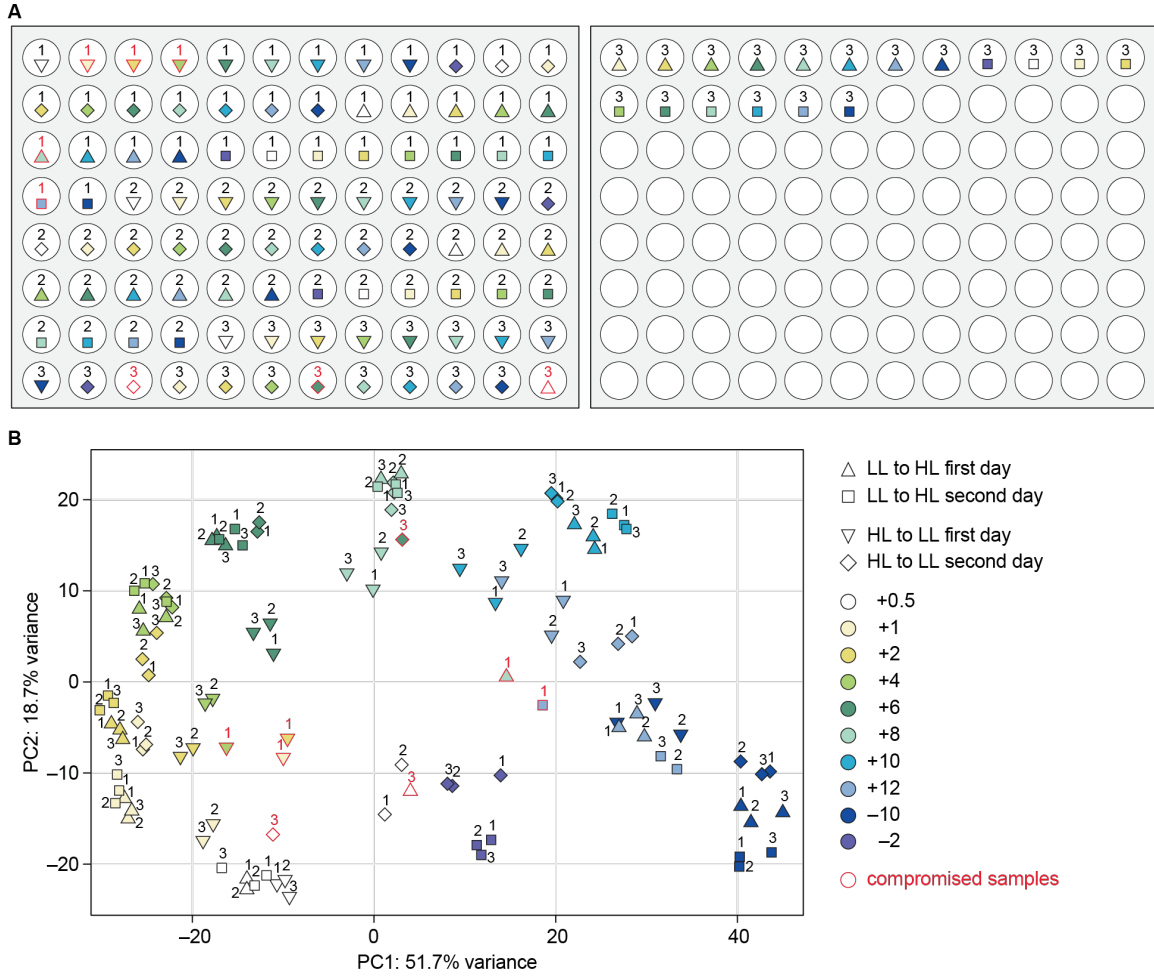

Fig. S11. Several RNA samples were discarded due to sample cross-contamination.

- (A) Diagram showing how total RNA samples were arranged in 96-well plates for shipment to the sequencing facility. The numbers indicate the experimental replicate, the shapes indicate the day of the transition, and the symbol colors indicate the time of day. Samples outlined in red experienced changes in sample volume during shipment, indicating either sample evaporation or cross-contamination between wells.
- (B) PCA of the abundance of the top 1000 most variable mRNAs from the experimental replicate samples indicated as in (A). The PCA positioned the samples that experienced changes in volume during shipment (red outlines) further away from the other replicates of the same timepoint in the transitions, providing evidence that these samples had been compromised. Data from these samples were therefore omitted. Nevertheless, all timepoints were still represented by at least two experimental replicates.

Dataset S1 (separate file). Sample metadata for the transcriptome and proteome; related to Dataset S2. This dataset contains metadata for the 106 samples that were analyzed by RNA-Seq and the 60 samples that were analyzed by TMT proteomics. It includes each sample's acclimation light intensity, experiment light intensity, timepoint, and replicate number. Additional details are provided in Materials and Methods and the SI Appendix.

Dataset S2 (separate file). Genome-wide mRNA abundance (FPKM) and protein abundance (MASIC value) for *Chlamydomonas* populations transitioned from diurnal LL to HL or diurnal HL to LL; related to Figures 3, 4, 5, 6, S1, S6, S7, and S9–S11. This dataset contains FPKM values for 15,305 nucleus-encoded mRNAs that were detected with a maximum FPKM above 1, and MASIC values for 9,567 proteins that were detected in at least two of the three experimental replicates of either the LL-to-HL population or the HL-to-LL population. "NA" indicates that the molecule was not detected in the sample. Gene symbols and functional descriptions from the *C. reinhardtii* CC-4532 v6.1 genome are included. *k*means cluster assignment for included genes is also provided. Metadata for each sample are available as Dataset S1. Additional details about the analyses are provided in Materials and Methods and the SI Appendix.

Dataset S3 (separate file). Gene ontology enrichment of the *k*means clusters; related to Figures 3 and S6. This dataset contains the complete results of the gene ontology (GO) enrichment analysis on the 16 clusters of genes shown in Figure 3E (LL to HL) and the 16 clusters of genes shown in Figure S6A (HL to LL). The analysis is described in the Materials and Methods.

SI References

1. Dupuis & Ojeda, *et al.*, Too dim, too bright, and just right: Systems analysis of the *Chlamydomonas* diurnal program under limiting and excess light. *Plant Cell* koaf086 (2025).
2. D. Strenkert, *et al.*, Multiomics resolution of molecular events during a day in the life of *Chlamydomonas*. *Proc. Natl. Acad. Sci. U.S.A.* **116**, 2374–2383 (2019).
3. P. Gupta, Y. Sreelakshmi, R. Sharma, A rapid and sensitive method for determination of carotenoids in plant tissues by high performance liquid chromatography. *Plant Methods* **11**, 5 (2015).
4. C. A. Schneider, W. S. Rasband, K. W. Eliceiri, NIH Image to ImageJ: 25 years of image analysis. *Nat Methods* **9**, 671–675 (2012).
5. J. Schindelin, *et al.*, Fiji: an open-source platform for biological-image analysis. *Nat Methods* **9**, 676–682 (2012).
6. R. Mazur, A. Mostowska, Ł. Kowalewska, How to Measure Grana – Ultrastructural Features of Thylakoid Membranes of Plant Chloroplasts. *Front. Plant Sci.* **12**, 756009 (2021).
7. R. J. Craig, *et al.*, The *Chlamydomonas* Genome Project, version 6: Reference assemblies for mating-type *plus* and *minus* strains reveal extensive structural mutation in the laboratory. *Plant Cell* **35**, 644–672 (2023).
8. A. Dobin, *et al.*, STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
9. Y. Liao, G. K. Smyth, W. Shi, The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. *Nucleic Acids Res* **47**, e47–e47 (2019).

10. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
11. S. Kim, P. A. Pevzner, MS-GF+ makes progress towards a universal database search tool for proteomics. *Nat Commun* **5** (2014).
12. J. E. Elias, S. P. Gygi, Target-decoy search strategy for increased confidence in large-scale protein identifications by mass spectrometry. *Nat Methods* **4**, 207–214 (2007).
13. M. E. Monroe, J. L. Shaw, D. S. Daly, J. N. Adkins, R. D. Smith, MASIC: A software program for fast quantitation and flexible visualization of chromatographic profiles from detected LC–MS(/MS) features. *Computational Biology and Chemistry* **32**, 215–217 (2008).
14. M. Schroda, C. de Vitry, “Molecular chaperones, proteases, and unfolded protein responses” in *The Chlamydomonas Sourcebook*, (Elsevier, 2023), pp. 647–689.

How the deposited data were processed for this re-analysis (not part of the article)

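The abundance of poly(A) mRNA was analysed in 106 libraries of *Chlamydomonas reinhardtii* from photobioreactor cultures moved from diurnal LL to HL (54 libraries) or from diurnal HL to LL (52 libraries), at 19 timepoints per transition and in 38 groups, 30 of 3 libraries and 8 of 2. The deposited table holds FPKM, which the authors made by mapping reads with STAR (2.7.9a) to the v6.1 assembly (each read that matched several loci placed at 1 of them at random), counting fragments per gene with featureCounts with fractional counts for shared reads, rounding the counts, estimating size factors over all libraries in DESeq2 and applying its fpkm function. The authors discarded 8 of 114 samples for suspected mixing between wells. Counts were not used here. The table covers 17611 genes, of which 17274 have a value above 0 in some library and 337 are at 0 in all. The values of the 45 libraries in the part of Dataset S2 held here, 41175 in all, were each equal to the deposited ones within 0.01%.

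The FPKM of a gene within a library are whole multiples of the value of 1 fragment. From these steps, counts were recovered for 17397 genes, with each value within 0.02 fragments of a whole count. The 214 other genes were above 0 in fewer than 3 libraries. The recovery was tested on simulated data, where it returned the simulated counts of 17039 of the 17040 genes it solved at even depth and 17045 of 17053 at uneven depth. The depths and the FPKM worth of 1 fragment are given with the first passage.

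Analyses used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The 15305 genes with an FPKM above 1 in at least 1 library were tested on the scale log2(FPKM + 1), with 1 mean per group, 68 residual degrees of freedom and a variance trend in eBayes. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Comparisons were the first against the second day at 5 times of day, +1 against +0.5, +4 and −2 within days, the transitions against each other at the first +1, and 2 differences of differences, namely the day effect at +1 and the change from +2 to +6 of the first day between the transitions. PCA was run per transition on the group means of the 7800 genes with a mean above 1 FPKM in every group, centred and not scaled. The paper gives a different number of genes for its PCA (see the differences below) and does not say over which samples its averages were taken. The proteasome ratio is the median over genes of the highest mean FPKM at +0.5 and +1 of the first HL morning over that of the first LL morning. Tested on simulated data, the limma calls recovered at least 48 of 50 genes shifted by 1.5 in log2 and called 0 unshifted genes. The simulated noise was independent, with the spread of a gene equal in every group. It therefore cannot tell how the calls behave with paired replicates or libraries that stand apart. The PCA returned simulated shares of 60 and 40%.

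These comparisons, thresholds, gene lists by symbol and the alternatives below were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter, a minimum average FPKM over 1, rescaling each library to 1000000, fitting only the groups compared, a call by adjusted p alone, the replicate number as a block, leaving out each replicate, and for the PCA Z-scored or log2 values, single libraries and another filter. Added after the data were seen were fits without 4 libraries that stand apart, the GO list of the proteasome core complex, and the proteasome ratio over both HL-to-LL mornings. The paper states that replicates are independent experiments with 1 culture followed over 2 d, so that replicate numbers pair timepoints within a transition. Deviations from the group means had a mean correlation of 0.07 to 0.16 between libraries of the same number and −0.10 to −0.02 between different numbers.

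Of 29 gene lists fixed by symbol, 14 had a member among the 264 symbols in the part of Dataset S2 held here. They are qE, small heat shock proteins, DEG and FTSH proteases, autophagy, proteasome, starch degradation, chlorophyll synthesis, antioxidant enzymes, the Calvin-Benson cycle, cytosolic ribosome, chloroplast ribosome, DNA replication and mitosis, flagella, and cytosolic chaperonin. No symbol of the photosystem list was held, and its result therefore uses the genes that Dataset S3 lists for LL-to-HL Cluster 10. Dataset S3 lists are cut short in this copy for 31 of its 533 entries. Named are the genes the study's text names, the 10 largest changes in each direction at the +1 day comparisons and between the transitions at the first +1 (called, with a symbol and without overlap between libraries), and up to 4 called members of each list described, with any member against its direction. Genes without a symbol here, ATG8 and the LHCSR genes among them, were not analysed here by name.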

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

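In this part, the tests on rescaling, single replicates, a constant plate difference and other splits of the libraries were chosen after the results were seen.

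Both tests of a difference between the transitions called many genes, which is why they are given here. The day effect at +1 differed between the transitions for 4137 genes (limma), and the change from +2 to +6 of the first day for 955 genes. With the replicate number as a block, the counts were 4132 and 975.

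More genes differed between the mornings at +1 in the HL-to-LL (2429) than in the LL-to-HL transition (872). After rescaling each library the ratio of the counts was 2.83, which argues against the authors' normalization as the whole cause. The lowest HL-to-LL count without a replicate over the highest LL-to-HL count without a replicate gave 2.22, which argues against a single replicate. By adjusted p alone, with no fold minimum, the counts were 8034 and 6536, under 1.5 times apart, so the excess rests largely on the fold minimum. The light of the preceding days, which the design varies, stays open and was not tested.

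In the LL-to-HL transition, replicate 3, all of plate 2, stood apart at the second-day +1. Its root mean square deviation from the mean of the other replicates was 0.36, against 0.19 and 0.29 for replicates 1 and 2. Its deviation correlated with its deviations at 17 other timepoints at a median r of 0.1, with 0.63 at the first-day +1, the same time of day, and −0.12 to 0.24 at the others, which argues against a plate difference alike at every timepoint. It correlated with the change from +1 to +2 of the second HL-to-LL day at 0.44, as a culture of replicate 3 ahead in time, or cultures of replicates 1 and 2 behind it, would give. A related correlation within the LL-to-HL transition, 0.46, had been seen before that test was written. A plate effect limited to some timepoints, such as both +1, stays open.

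In the HL-to-LL transition, replicate 1 at the second-day −2 held 56 light-induced mRNAs at a median of 14.1% of their level at the following +0.5 in a neighbouring well, against 0.1 and 0.0% in replicates 2 and 3. The share was alike in genes that fall (8) and that rise (36) from +0.5 to +1, with a ratio of medians of 0.94, as material from the neighbouring well would give. The upper bound of this ratio, 1.03, argues against a light response begun in all cells, though it rests on 8 falling genes. A share of cells that had received light stays open, and no other biological explanation was tested.

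Splits of 3 libraries against 3 are too few for a share under 0.05, and 1 of 10 splits, the real one, called as many genes in each comparison. The real count and the highest of the other splits were 872 and 98 for the LL-to-HL days at +1, 316 and 24 at +2, and 595 and 68 for the HL-to-LL days at +12. For the LL-to-HL days at +6 the highest other split called 19, with 204 genes higher alone in the real one (66.9% of its calls). For +1 against +4 they were 4390 and 542 on the first HL day, 3902 and 689 on the second HL day and 3530 and 617 on the second LL day. For +1 against −2 they were 6188 and 1354 on the second HL day and 5220 and 1097 on the second LL day, and for +1 against +0.5 on the second HL day 2950 and 768.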

How the results depend on the processing

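The fits without 4 libraries that stand apart, the proteasome core list and the ratio over both HL-to-LL mornings were chosen after the data were seen. No named gene reversed under any alternative run, but over all genes the majority turned between higher and lower calls in some comparisons. Rescaling turned it in 8 of 23, among them +1 between the LL-to-HL days (561 higher and 311 lower to 281 and 712), +1 between the HL-to-LL days (1070 and 1359 to 1770 and 1044) and the transitions at the first +1 (2991 and 2185 to 1943 and 3919). In each of the 8 it also moved the median of all genes. A pseudocount of 0.1 turned 2 (+1 against +4 on the first HL and second LL day) and a minimum average FPKM over 1 turned 3 (second HL day against +4 and −2, second LL day against −2), and the cause was not tested. Adjusted p alone, by construction with smaller changes counted, turned 4 (LL-to-HL days at +12, 1052 and 1851, HL-to-LL days at +2, 1964 and 2392, +1 against +4 on the second LL day, 4950 and 5341, and the change from +2 to +6, 2489 and 1580). A pseudocount of 0.1 raised counts of calls between days in the LL-to-HL transition to 1663 at +1, 1827 at +0.5, 796 at +2, 573 at +6 and 124 at +12, and in the HL-to-LL transition to 3743, 3399, 1465, 1285 and 945. It gave 3824 for +1 against +4 on the first LL day and 1734 for the change from +2 to +6. For +1 against +0.5 it gave 5190 and 4786 on the HL days and 2520 and 5004 on the LL days, first day first. By construction a smaller pseudocount shrinks fold changes of mRNAs near or below 1 FPKM less, so more of them reach the fold minimum. Any further cause was not tested. A minimum average FPKM over 1, with fewer genes tested, gave 532 (LL-to-HL days at +1), 1351 (HL-to-LL days at +1), 3131 (transitions at the first +1) and 2499 (difference of the day effects), and adjusted p alone, with no fold minimum, 6536, 8034, 10925 and 8885. Rescaling gave 491 at +2 and 87 at +12 between the LL-to-HL days, and the cause was not tested. Without each replicate, calls at +12 ranged from 11 to 44 in the LL-to-HL and 388 to 705 in the HL-to-LL transition, and chaperone and protease genes from 0 to 1, with fewer samples. The PC1 shares were 32.3% in both transitions with Z-scored genes and 42.3 (LL to HL) and 40.7% (HL to LL) with log2 values, which by construction weigh abundant mRNAs less. The proteasome ratio was 8.94 for the core list and 2.51 over both mornings.

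The replicate block gave 873 calls between the LL-to-HL and 2406 between the HL-to-LL days at +1, and changed no call of a named gene and no count by over 1.5 times. No filter, fitting only the groups compared and leaving out the 4 libraries kept the counts over all genes within 1.5 times, and without the 4 libraries 1 chaperone and protease gene was called, against 0. Of 87 results for named genes, rescaling ended 7 calls, leaving out replicate 1, 2 or 3 ended 3, 4 or 2, fitting only the groups compared ended 2, and no filter and a pseudocount of 0.1 ended 1 each. ATG8 at +1 was not run, since no identifier for it was held. Depth limits levels below about 0.035 FPKM.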

Differences from the paper's values

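The ratio over both HL-to-LL mornings was chosen after the values were seen. The paper gives proteasome mRNAs in the LL-to-HL transition as roughly 2 times those in the HL-to-LL transition. Here the ratio of the first-morning peaks in FPKM was 11.6 for RPN11 and POA4. Rescaling gave 9.33 and leaving out replicate 1, 2 or 3 gave 11.26, 10.66 or 12.97, so that none of these alternatives, all set before the data were examined, gave the paper's value. Over the higher of both HL-to-LL mornings, a setting chosen after seeing the values, the ratio was 2.51 for these genes and 2.18 for the 11 listed genes of the core complex. For RPN11 and POA4 it uses the same genes and drops none. The sentence does not say which HL-to-LL morning it means. It cites a figure of all detected proteasome mRNAs, by its legend drawn with each scaled to its maximum within a transition. Measure and genes thus differ from the FPKM ratios here, and the values do not contradict the paper's.

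For its PCA the paper gives slightly fewer genes with a minimum average FPKM over 1 than the 7800 that had a mean over 1 FPKM in every group here.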

Other observations

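The lists of dynein, chlorophyll biosynthesis and DNA replication genes from Dataset S3 were chosen after the data were seen. Most of the listed mRNAs of the flagellum were more abundant at +1 of the first than of the second LL day. Of 9 named flagella genes 7 were higher on the first day and 0 lower (limma, median log2 fold change 2.46 relative to all genes), as were 12 of 14 listed dynein complex genes. IFT27 went from 61.2 to 26.1 FPKM between +0.5 and +1 on the first LL day and from 25.8 to 2.38 FPKM on the second. The log2 fold changes of the first against the second LL day at +1 were 2.66 for IFT22 and 2.56 for IFT74. PF22 and ODA8 were not called. At the first +1, 7 of the 9 genes were lower in the LL-to-HL than in the HL-to-LL transition, and between the HL days 0 were called, with 1 higher at an unadjusted p below 0.05.

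At +1, some mRNAs of chlorophyll synthesis differed between days. Of 9 genes listed under chlorophyll biosynthetic process for LL-to-HL Cluster 9, 4 were lower on the first than on the second HL day at +1 and 4 higher on the first than on the second LL day, with the other 5 not called each time, and of 3 named genes 1 (POR1) was called in each case. These lists were formed by the study on the same libraries.

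At +12 of the first LL day 590 genes were lower than on the second and 5 higher (112 and 3 over the 7800 genes with a minimum average FPKM over 1). TOP2 stood at 16.4 ± 8.70 against 34.3 ± 4.70 FPKM (SD, n = 3 each). At +12, 1 of the 4 named genes of DNA replication and mitosis was called (2, 1 and 0 without replicate 1, 2 and 3). Of 25 listed DNA replication genes, 1 was called (3, 0 and 0 without replicate 1, 2 and 3). Of 4 named genes of DNA replication and mitosis, MCM5 was higher on the first than on the second HL day at +1 and lower on the first than on the second LL day.

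Between days at +1, the starch degradation (1 gene), small heat shock (1), cytosolic ribosome (6) and chloroplast ribosome (2) lists held 0 calls in limma. At an unadjusted p below 0.05 they held 1, 0, 4 and 2 between the HL days and 0, 0, 6 and 0 between the LL days. Of all 15305 genes, 7387 lay below that p between the HL days and 8712 between the LL days, so such counts are not particular to these lists. Of the 3 Calvin-Benson genes TPIC1 was lower on the first LL day (not without replicate 2 or with rescaling). The chaperonin gene CCT7 was lower on the first LL day, and of the 2 antioxidant genes CAT2 was higher on the first HL day and lower on the first LL day. Of 3 DEG and FTSH genes 0 were called in limma, with 1 between the HL and 2 between the LL days at an unadjusted p below 0.05.

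PSBS1 stood at 147 FPKM in replicate 3 of the second-day +12 of the HL-to-LL transition, against 0.16 and 0.49 FPKM in the others. In replicate 1 it stood at 23.4 FPKM at the first −10, against 0.48 and 0.32 FPKM.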
